# Contribution of the Immune Response in the Ileum to the Development of Diarrhoea caused by Helminth Infection: Studies with the Sheep Model

**DOI:** 10.1007/s10142-022-00864-6

**Published:** 2022-05-16

**Authors:** Shamshad Ul Hassan, Eng Guan Chua, Parwinder Kaur, Erwin A. Paz, Chin Yen Tay, Johan C. Greeff, Shimin Liu, Graeme B. Martin

**Keywords:** Ileum, helminths, RNA-Seq, inflammatory immune response, diarrhoea, Th2 immunity

## Abstract

Gastrointestinal helminths are a global health issue, for humans as well as domestic animals. Most studies focus on the tissues that are infected with the parasite, but here we studied the ileum, a tissue that is rarely infected by helminths. We tested whether inflammation in the ileum contributes to the development and severity of diarrhoea, by comparing sheep that are susceptible (n = 4) or resistant (n = 4) to the disease. We analyzed the ileum transcriptome using RNASeq sequencing approach and various bioinformatics tools including FastQC, STAR, featureCounts, DESeq2, DAVID, clusterProfiler, Cytoscape (ClusterONE) and EnrichR. We identified 243 differentially expressed genes (DEGs), of which 118 were up-regulated and 125 were down-regulated DEGs in the diarrhoea-susceptible animals compared to the diarrhoea-resistant animals. The resulting DEGs were functionally enriched for biological processes, pathways and gene set enrichment analysis. The up-regulated DEGs suggested that an inflammatory immune response was coupled with genes involved in ‘Th2 immune response’ and ‘anti-inflammatory response’. The down-regulated DEGs were related to ion transport, muscle contraction and pathways preventing inflammation. We conclude that i) susceptibility to helminth-induced diarrhoea involves an inflammatory response at a non-infectious site; ii) down-regulation of pathways preventing inflammation can contribute to the severity of diarrhoea; and iii) genes involved in anti-inflammatory responses can reduce the inflammation and diarrhoea.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10142-022-00864-6.

## Introduction

Gastrointestinal helminths are a global health issue, for humans as well as domestic animals, including sheep, where helminth-induced diarrhoea is a major cause of production losses (Taylor 2012). We have been studying helminth–sheep interactions in a Mediterranean region where winter rainfalls are dominant and are conducive to infection of Merino sheep by *Teladorsagia circumcincta* and *Trichostrongylus colubriformis*, the major causes of diarrhoea, or ‘winter scouring’ (Jacobson et al. 2020). The climate favours the development of L3 stage larvae on pastures from where they are ingested by sheep as they graze. In the gastrointestinal tract (GIT), the larvae damage the mucosae, develop to adult stage and start laying eggs that are then passed in the faeces and deposited on the pasture where they hatch, thus completing the life cycle (Karlsson et al. 2004).

After ingestion, *T. circumcincta* primarily infects the abomasum (the equivalent of the stomach of non-ruminant animals), whereas *T. colubriformis* infects the duodenum (the first few metres of the small intestine; (Craig 2009) predilection sites (sites preferred by helminths) have generally been the focus for studies of the disease process using histopathology, immunohistochemistry and gene expression analysis. Consequently, very little is known about the roles of other parts of the GIT, such as the ileum (the final segment of the small intestine), in the development, persistence and severity of helminth-induced diarrhoea.

The processes leading to diarrhoea are multifactorial and include the damage to the GIT epithelium by the invading helminths, disruption of ion transport and fluid absorption of due to changes in gut motility and permeability (Williams et al. 2010; Williams and Palmer 2012) and, in some cases, an ‘inflammatory immune response’ (Jacobson et al. 2020; Karlsson et al. 2005; Larsen et al. 1994). The immune response to GIT helminths involves both the innate and the adaptive components of immune system, and they combine to expel and resist infection. Ingestion of L3 stage larvae first provokes the innate immune component, leading to the presentation of physical barriers (increases in smooth muscle contraction; thickening of the mucous layer and production of defensins; (Douch et al. 1984; Harrison et al. 1999; Harrison et al. 2003), the recruitment of cytotoxic and pro-inflammatory cells (mast cells, eosinophils; (Henderson and Stear 2006; Balic et al. 2006; Buddle et al. 1992), activation of pattern-recognition receptors (e.g. toll-like receptors, C-type lectin receptors expressed by antigen-presenting immune cells; (Ingham et al. 2008) and production of chemoattractant molecules (the eotaxin family of chemokines, including CCL11, CCL24 and IL-5; (Rosenberg et al. 2013). The innate immune response leads to activation of the more precise adaptive immune response by presenting helminth antigens to specialized molecules, from the major histocompatibility complex (MHC-II), that are present on antigen-presenting cells. This outcome leads to infiltration of mast cells and eosinophils, activation of the Th2-mediated (T-helper cell type 2) antibody response (IgA/IgE), through the agency of Th2 cytokines (IL-4, IL-5, IL-13), ultimately resulting in reduced establishment of larvae, helminth expulsion or reduced helminth fecundity (McRae et al. 2015). If the helminth burden overcomes the immune response, diarrhoea can result. Alternatively, the host can become susceptible to helminth infection if a Th1-mediated (T helper cell type 1) immune response is initiated with involvement of Th1 cytokines (INF-γ, IL-12) and CD8^+^ cytotoxic T cells (Finkelman et al. 1994; Gill et al. 2000; Craig et al. 2014).

In our previous work, we investigated the haematology profiles of sheep that were genetically susceptible or resistant to the development of diarrhoea (assessed by diarrhoea score and faecal consistency score) and of sheep that were genetically resistant or susceptible to helminth infection (assessed by faecal worm egg count). The haematology profiles included haemoglobin content, packed cell volume, red blood cell count and white blood cell count. The results led us to conclude that haematological profile does not explain susceptibility or resistance to infection or diarrhoea, and thus offer no promise as traits for genetic selection (Greeff et al. 2020). We then investigated the transcriptomes of the duodenum (the site of infection) where we compared the expression profiles of genes involved in the immune responses, again comparing diarrhoea-susceptible diarrhoea-resistant animals to test whether a hypersensitive inflammatory or immune response explains diarrhoea in animals with a low worm burden (Hassan et al. 2022). Our observations made it clear that the mechanisms of immune suppression, tissue repair and maintenance of physical barriers were activated in diarrhoea-susceptible sheep, leading us to reject the hypersensitivity hypothesis. Conversely, a Th2 immune response was activated in diarrhoea-resistant sheep, explaining their phenotype.

These studies led us to question whether another section of the intestine, where infection does not occur, would present support for an inflammatory/hypersensitive immune response. The ileum came into focus because our histological analysis showed that this intestinal segment had more eosinophils and masts cells than to the other sections of the GIT (Niu et al. 2021). Therefore, in the present study, we tested whether the expression of the genes that control the inflammatory immune response is related to the development and severity of diarrhoea after helminth infection in sheep.

## Materials and Methods

### Animal source, experimental design and Ethics statement

The lambs used in this experiment were sourced from the flocks that had been maintained at the Katanning Research Facility in Western Australia since 2015 and, prior to that, at the Mount Barker Research Station, as part of a long-term breeding experiment addressing the helminth-diarrhoea-flystrike complex (Greeff et al. 2020). The Katanning Research facility is situated at an altitude of 300 m, latitude of 33.7°S and longitude 117.55°E, and experiences 480 mm yearly rainfall, with a winter distribution characteristic of a Mediterranean climate. This study was sanctioned by the Animal Ethics Committee of the Department of Primary Industries and Regional Development, Western Australia (AEC No.17-1-02 v 2.1).

In November 2016, 986 lambs at weaning age (about 3 months) were sampled for faecal worm egg count (FEC), administered a broad spectrum anthelmintic (Monopantel® @ 1 mL/10 Kg body weight), scored for diarrhoea (‘dag score’, an indicator of the amount of faecal material accumulated on the hind quarters between hock joint and anus; scale of 1–5 with 5 being a high). These data and similar data from previous generations were submitted to Sheep Genetics (www.sheepgenetics.org.au) to obtain estimates of the Australian Sheep Breeding Values (ASBV) for ‘dag score’ and FEC. The ASBV values for ‘dag score’ were used to identify 100 males and 100 females that were most or least susceptible to diarrhoea.

Males and females managed similarly but were kept in separate paddocks at a stocking rate of 10 animals/1000m^2^; here, they were allowed to graze winter-spring pasture composed primarily of *Trifolium subterraneum*, *Trifolium michelianum*, *Trifolium glomeratum* and *Trifolium repens*. To minimize contamination with helminth eggs, the paddocks were not grazed for 4 months before the start of experiment. Green feed would normally not become available until May, but in 2017 the sheep had access to green pastures from February to September due to unusual rainfall at the start of experiment. In this environment, the cycle of helminth infection is typically related to the onset of winter rains in April-May.

For all 200 lambs, diarrhoea and FEC were scored in March, May, June (males only), July (females only), August, and September, when the experiment ended. At the end of September, 20 diarrhoea-susceptible and 18 diarrhoea-resistant sheep were identified and slaughtered. Tissues from the GIT were sampled from four diarrhoea-susceptible and 4 diarrhoea-resistant sheep for study of gene expression. Helminth infection was verified by monitoring FEC monthly and at slaughter; moreover, at slaughter, helminths were counted and the dominant species were *T. circumcincta* in the abomasum and *T. colubriformis* in the small intestine, as reported in previously (Greeff et al. 2020). Helminths were generally absent from the ileum. These observations agree with previous studies showing that the predilection sites are the abomasum for *T. circumcincta (*McNeilly et al. 2009) and the first few meters of the duodenum for *T. colubriformis *(Wagland et al. 1996). We also monitored the health of the sheep, during the experiment and at slaughter, for symptoms related to causes of diarrhoea other than helminth infection. By monitoring FEC on monthly basis and counting helminth species in the GIT at slaughter, we excluded other causes of diarrhoea (protozoal, viral or bacterial). The tissue samples were stored in RNAlater (Sigma-Aldrich, St. Louis Missouri, USA) at –80°C, as per manufacturer’s instructions, until RNA extraction.

### RNA extraction, library preparation, quality control and sequencing

Total RNA was extracted from approximately 30 mg ileum tissue from each sheep using the RNeasy mini plus kit (Qiagen, Hilden, Germany), according to manufacturer’s instructions with minor modifications. Before extraction, *RNaseZAP* (Thermo Scientific™; Waltham, Massachusetts, USA) was used to decontaminate RNases on working surfaced and pipettors. The tissue samples were placed in 700 μL lysis buffer and homogenized using tissue Lyser-II (Qiagen, Hilden, Germany). The homogenate was centrifuged at 14,000 g for 3 min and the resulting supernatant was loaded onto genomic DNA (gDNA) removal columns and centrifuged at 10,000 g for 1 min. An equal volume of 70% (v/v) molecular grade ethanol was added to the flow-through from each gDNA column, mixed thoroughly by repeated pipetting, and loaded onto RNA binding columns, centrifuged at 10,000 g for 15 s. The flow-through was discarded and the columns were washed with 350 μL RW1 wash buffer. To ensure complete removal of gDNA, an additional step of on-column gDNA digestion was included, using DNase-I (0.34 Kunitz/μL; Qiagen, Hilden, Germany) for 15 min. The columns were washed again with 350 μL RW1 wash buffer before being washed twice with 500 μL of RPE buffer, followed by elution for the final time with 50 μL RNAse-free water.

A Qubit fluorometer (Thermo Scientific™; Waltham, Massachusetts, USA) was used to quantify RNA with an RNA-BR kit. The quality was checked on a 2% agarose gel and purity was checked using a NanoDrop 2000 (Thermo Scientific™; Waltham, Massachusetts, USA). The samples with (28S/18S) rRNA ratio greater than 1.5, an OD (260/280) ratio greater than 2 and an OD (260/230) ratio of 1.8 or greater were retained for further processing. The samples were sent to BGI-Hong Kong for library preparation and sequencing. To establish the RNA integrity number (RIN), samples were also analyzed on an Agilent Bioanalyzer-2100 (Agilent, Santa Clara, California, USA). Samples with RIN values ≥7 were further processed for library preparation and sequencing. All the libraries were sequenced with a depth of ≥ 22 million reads/sample using the pair-end approach (read length 100 base pairs) on a DNBseq^TM^ platform (BGI, Hong Kong).

### Bioinformatics analysis; identification of differentially expressed genes (DEGs)

The quality of the reads was checked by FastQC and reads with a score greater than 30 were aligned with the reference genome (Oar_rambouillet_v1.0) using STAR (v2.7.3a) (Dobin et al. 2013), a very robust and accurate alignment tool. Before alignment, indexes were created using the reference annotation gtf file (NCBI *Ovis aries* Annotation Release 103) and a reference genome (Oar_rambouillet_v1.0) fasta file. The featureCounts function in Subread software v2.0.0 (Liao et al. 2014) was used to count raw genes after mapping with the following parameters: *-t gene --primary -p.* The DESeq2 R package was used to study differentially expressed genes, using the diarrhoea-resistant group as the control (Love et al. 2014). A gene with a false discovery rate (FDR) cut-off < 0.05 and a log2fold change ≥ 1 was considered to be differentially expressed. A principal component analysis (PCA) was performed on the DESeq2-normalised count data after regularised log transformation to estimate and visualize the variations between samples.

### Functional enrichment of DEGs

A web-based tool, DAVID (The Database for Annotation, Visualization and Integrated Discovery) (Huang et al. 2009), was used to provide further information about the gene ontology (GO) terms that were significantly enriched in the DEGs. Additionally, the clusterProfiler (v3.18.1) R package was used for Gene Set Enrichment Analysis (GSEA) with org.Bt.eg.db (*Bos taurus*) being the source of annotation as the genome-wide annotation list for sheep was not available. The focus in GO terms was biological processes and KEGG pathways with a standard false discovery rate of less than 5% (FDR < 0.05). The Search Tool for the Retrieval of Interacting Genes/Proteins (STRING, v11) (Szklarczyk et al. 2019), a biological database and a web resource, was used to highlight functional interactions among the DEGs. This biological database collects and integrates all functional interactions between the proteins/genes by linking projected and known protein–protein interaction (PPI) data for many organisms. STRING was used to generate PPI with these options selected: interactions discarded with a confidence score < 0.4; ‘disconnected nodes hidden’ and ‘no more than 5 interactors to show in 1^st^ and 2^nd^ shell’. To cluster and visualize gene sub-networks in Cytoscape (v 3.7.2), the ClusterONE plugin was used that clusters genes by functional relevance. Clusters were used that had a P-value < 0.05 cut-off and a minimum > 5 genes per cluster. Another web-based tool, Enrichr, was used to study the pathways and biological functions related to genes in the sub-networks (Chen et al. 2013).

## Results

### RNA-Seq Data description and Principal component analysis

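Ileum tissue from 4 diarrhoea-susceptible sheep (HD1 to HD4) and 4 diarrhoea-resistant sheep (LD1 to LD4) was sequenced, with 1 library per sheep. The wall of the ileum holds epithelium, lymphoid tissue, muscle layers and the enteric nervous system, so each value is an average over the cells in the piece that was taken. The authors aligned the read pairs with STAR to Oar_rambouillet_v1.0 and counted them per gene with featureCounts. The counting took in whole genes, introns included, and the methods name no strand option. Read pairs from overlapping genes or from near-identical family members can therefore be lost or credited to another gene. The values used were these counts, without normalisation, for 33624 genes, of which 15528 carry only a locus number (LOC). The paper's number of sequenced read pairs per sheep lies between 22267551 and 26038920, whereas the values used rest on the smaller number counted on genes. Counts on genes summed to 19156279, 19336212, 17202621 and 20610927 in HD1 to HD4 (median 19246245.5) and to 18692693, 18974921, 19583077 and 18484820 in LD1 to LD4 (median 18833807). The mean totals of the groups did not differ (two-sided exact permutation test, p = 0.857). At this depth, 23759 genes had at least 1 count in any sheep, with 19988 to 20969 genes per diarrhoea-susceptible sheep and 20150 to 21927 per diarrhoea-resistant sheep. The counts were scaled by the TMM method of edgeR, 16316 genes passed its filter on low counts, and the groups were compared with edgeR's quasi-likelihood test, with the diarrhoea-resistant group as the control and without covariates. A gene was taken as differentially expressed at a false discovery rate (FDR, Benjamini-Hochberg) under 0.05 and an absolute log2 fold change of at least 1, which are the paper's thresholds. Positive log2 fold changes are higher in the diarrhoea-susceptible group. DESeq2, which the authors used, was run on the same counts as an alternative. Expression is given as CPM, counts scaled to library size,, as mean ± SD of 4 sheep, and the biological coefficient of variation between sheep of a group was 0.304. A two-sided exact permutation test of 4 sheep against 4 has 70 assignments and cannot give a p below 0.0286. The choices that could change the numbers were the test, the normalisation, the filter on low counts and the amount of muscle in each piece of tissue.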

The sequencing resulted in 198,340,385 pair-end reads with a range from 22,267,551 to 26,038,920 pair-end reads per sample and a minimum of 21,683,292 reads in each sample successfully mapped to the reference genome. Average unique mapping rates were 84% in the diarrhoea-susceptible group and 83% in the diarrhoea-resistant group (summarized in Fig. 1).

**Fig. 1:**
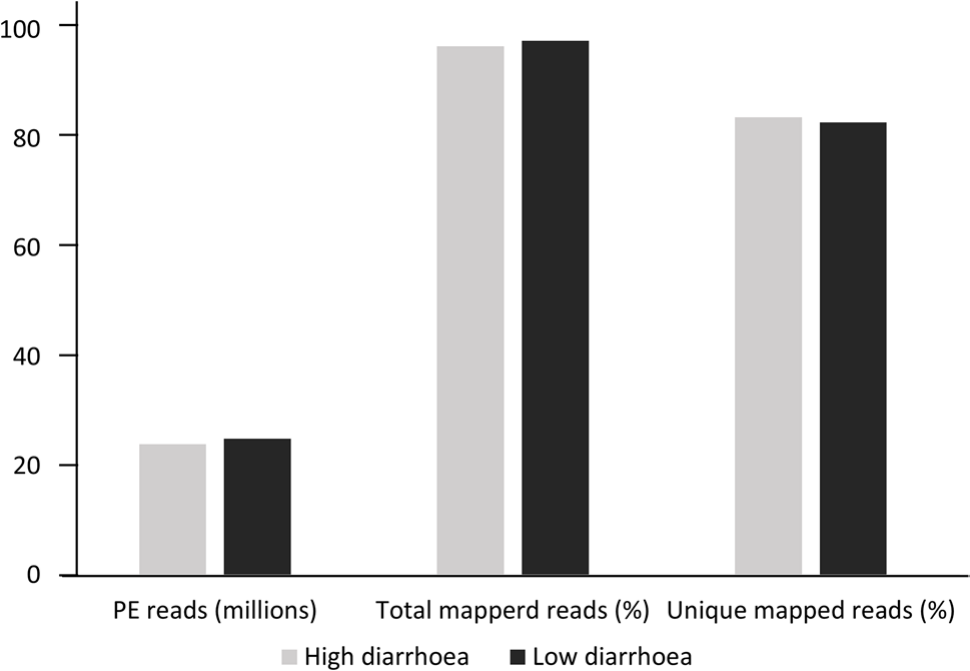
The mapping statistics from the RNASeq analysis of the ileum from sheep with high and low susceptibility to diarrhoea

The PCA plot (Fig. 2a) showed a tight clustering of the diarrhoea-susceptible samples, and a variable distribution of diarrhoea-resistant samples, with PC1 and PC2 representing 29.8% and 19.1% of the total variance, respectively, indicating inherent differences between diarrhoea-susceptible and diarrhoea-resistant sheep in gene expression in the ileum that can be explained through genetic variation.

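Over the 23759 genes with a count, after the regularised log transformation, PC1 held 27.4% and PC2 22.6% of the variance. The mean PC1 score was 17.4 units higher in the diarrhoea-susceptible group, which was within the spread of the sheep (two-sided exact permutation test, p = 0.114). On PC2 the difference was 15.4 units (exact permutation test, p = 0.2). The SD of the PC1 scores was 17.5 among the diarrhoea-susceptible and 9.40 among the diarrhoea-resistant sheep. HD4 lay farthest out on PC1 with a score of 33.9, and HD1 farthest out on PC2 with 29.7. The mean distance of the sheep to the centroid of their group on PC1 and PC2 was 18.5 units in the diarrhoea-susceptible group and 11.8 units in the diarrhoea-resistant group, a difference that did not exceed chance (exact permutation test, p = 0.457). With the 500 most variable genes only, the default of the plotting function of DESeq2, PC1 held 29.8% and PC2 19.1%, and the distances to the centroids were 11.9 and 5.42 units. In that setting the groups differed by 7.34 units on PC1 (exact permutation test, p = 0.4) and by 11.0 units on PC2 (p = 0.0571). With log2 CPM in place of the regularised log, the groups separated on PC2 (exact permutation test, p = 0.0286) and not on PC1 (p = 0.143). Components refitted without a sheep are other axes, and on their PC1 the exact permutation p over 35 assignments lay between 0.0286 (without HD1) and 0.714 (without LD4).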

**Fig. 2:**
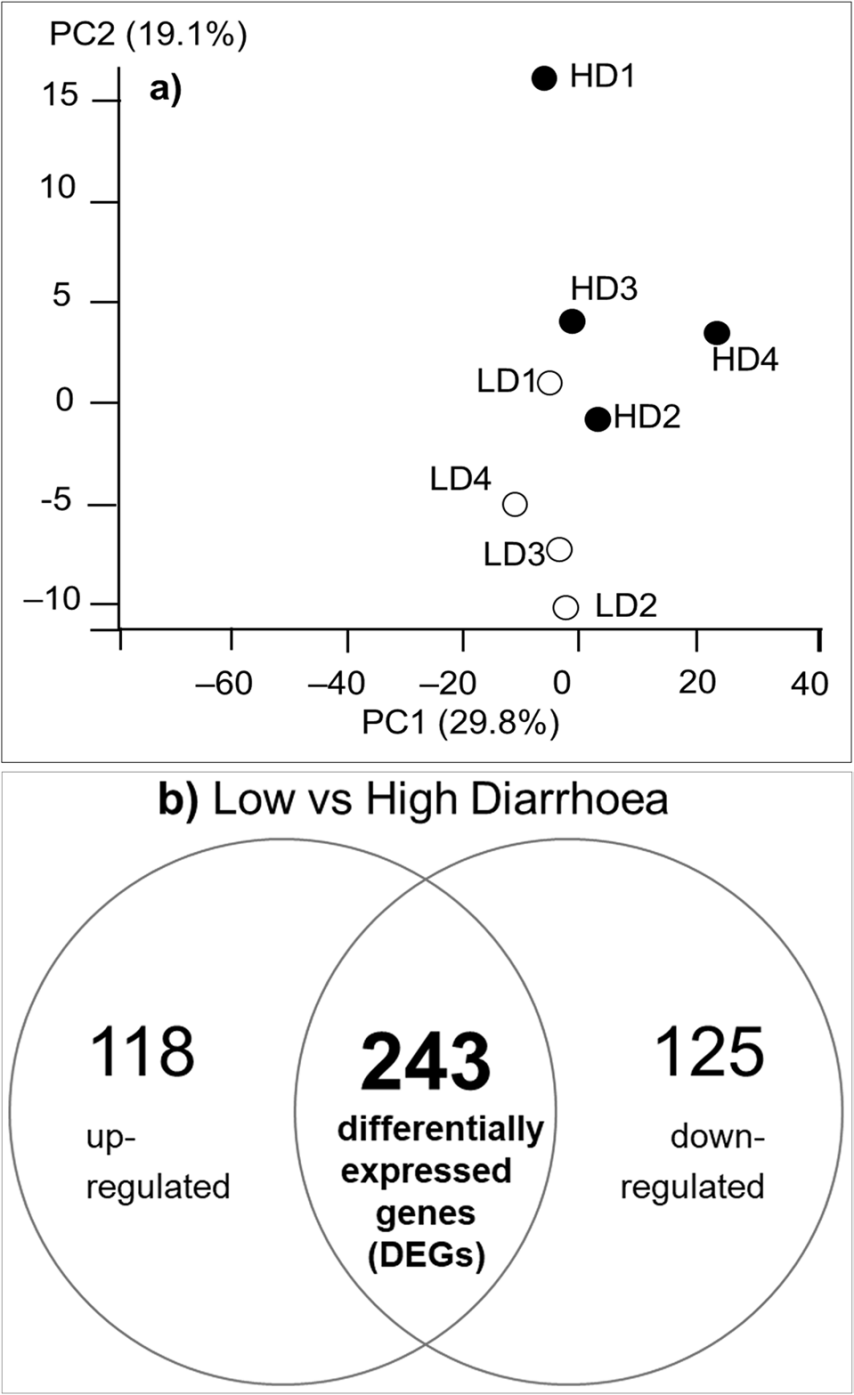
**(a)** Principal component analysis scatter plot showing gene expression in the ileum of the diarrhoea-susceptible (HD) and diarrhoea-resistant (LD) groups. The percentages on each axis represent the proportion of variation explained by the principal components, with PC1 (29.8%) being variation across groups and PC2 (19.1%) being variation within group. **(b)** Venn diagram showing the numbers of up-regulated and down-regulated genes in the diarrhoea-susceptible group, in comparison with the diarrhoea-resistant group. The total differentially expressed genes (DEGs) are indicated by the over-lapping area

### Comparative analysis of DEGs

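At an FDR under 0.05 and an absolute log2 fold change of at least 1, edgeR's quasi-likelihood test called 4 genes, 3 higher and 1 lower in the diarrhoea-susceptible sheep. At an unadjusted p under 0.05, 2135 genes differed, 1100 of them higher and 1035 lower, and the median log2 fold change of all genes tested was 0.00. For 1362 genes (8.35%) all 4 diarrhoea-susceptible sheep lay on one side of all 4 diarrhoea-resistant sheep, 678 above and 684 below, where chance gives 2.86%. The choice of test moved the count most. DESeq2 called 243 genes, 118 higher and 125 lower, out of 16425 genes with an adjusted p, and these were the same 243 genes as in the authors' deposited table. Of these, 232 were tested by edgeR, all 232 with the same sign and an unadjusted p under 0.05, and 141 had an edgeR FDR under 0.2. The test of limma-voom called 1 gene. With each sheep left out in turn, DESeq2 called between 141 genes (without LD4) and 252 genes (without HD3), and 84 of the 243 genes were called in all 8 of these fits.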

We identified 243 DEGs, of which 125 were down-regulated and 118 were up-regulated in the diarrhoea-susceptible group in comparison with the diarrhoea-resistant (control) group (Fig. 2b). The details of all DEGs and associated biological processes and pathways are presented in Supplementary File S1, and a heatmap plot showing the top 100 DEGs is presented in Supplementary Fig. S1. The 10 most significant up-regulated and down-regulated DEGs are shown in Fig. 3. 

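In each direction, the 10 genes labelled in Fig. 3 were those with the smallest p from DESeq2 when it was run on the counts. Of both sets together, 10 carry only a locus number, 19 had no overlap between the groups, and 19 were called by DESeq2 with every sheep left out in turn. From edgeR, their FDR ranged from 0.000936 to 0.165 and was under 0.05 for 4 genes. LOC114109557, a pseudogene in the later assembly ARS-UI_Ramb_v3.0 that lies near MOG and GABBR1, had 2308 counts over the 4 diarrhoea-susceptible sheep and 1 count, in LD2, over the 4 diarrhoea-resistant sheep. The ratio scaled to library size was 2325, with an exact 95% interval from 417 to 91874 (edgeR FDR = 0.000936, and 0.0515 without LD2). Intervals of this kind cover counting error only. LOC101104700 is named IFITM3 in that assembly, belongs to a family of close copies, and reached 101 ± 3.74 CPM (SD, n = 4) in the diarrhoea-susceptible and 46.9 ± 7.64 CPM in the diarrhoea-resistant sheep, a log2 fold change of 1.10 (standard error 0.123, edgeR FDR = 0.0418). LOC114118422 was also higher, with a log2 fold change of 5.28 (standard error 0.577) from a level of 0.0662 ± 0.0508 CPM (SD, n = 4) in the diarrhoea-resistant sheep. LOC114112166 was lower, with a log2 fold change of -3.03 (standard error 0.339), and both of these genes had the same FDR as LOC101104700. LOC101112291 was the gene whose groups overlapped. It had 332, 531 and 457 CPM in LD1, LD2 and LD4 but 0.0531 CPM in LD3, and at most 0.994 CPM in the diarrhoea-susceptible sheep, so its log2 fold change of -9.46 (standard error 1.87, edgeR FDR = 0.165) rested on 3 sheep.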

Among the up-regulated DEGs were CD86, SIGLEC1, C3AR1, BST-2A and several genes with functions that are not determined; the down-regulated DEGs included PRKG, FOXP2, FBX032, FMOD, CAND2, as well as a few genes with functions not yet determined.

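All 9 genes had no overlap between the groups (two-sided exact permutation test, p = 0.0286 for each, the smallest that the design allows). None reached an FDR under 0.05 with edgeR. The 9 genes were picked for their small DESeq2 p in these same sheep. Neither this separation nor the fits with 1 sheep left out are therefore independent evidence. CD86 was at 56.5 ± 7.31 CPM (SD, n = 4) in the diarrhoea-susceptible and 27.7 ± 4.57 CPM in the diarrhoea-resistant sheep, a log2 fold change of 1.03 (standard error 0.149, edgeR FDR = 0.116, DESeq2 adjusted p = 2.42e-06). Because this change is close to the minimum of 1, DESeq2 called CD86 in 5 of the 8 fits with 1 sheep left out. SIGLEC1 rose from 5.37 ± 1.79 to 23.3 ± 10.9 CPM, with HD4 at 39.5 CPM far above the 16.6 to 19.0 CPM of the other diarrhoea-susceptible sheep, and its log2 fold change of 2.11 (standard error 0.369, edgeR FDR = 0.154) fell to 1.73 without HD4. C3AR1 had a log2 fold change of 1.72 (standard error 0.264, edgeR FDR = 0.122), and BST-2A, which has a close copy named BST-2B, one of 1.64 (standard error 0.252) at the same FDR. Among the lower genes, FOXP2 was the steadiest within the diarrhoea-susceptible group, at 3.58 ± 0.139 CPM against 8.21 ± 1.01 CPM, a log2 fold change of -1.20 (standard error 0.166, edgeR FDR = 0.0946). PRKG1 went from 57.2 ± 11.0 to 25.5 ± 5.15 CPM (log2 fold change -1.17), FBXO32 from 116 ± 20.1 to 47.9 ± 12.3 CPM (-1.28), FMOD from 31.8 ± 5.26 to 14.8 ± 1.96 CPM (-1.10) and CAND2 from 4.46 ± 1.65 to 1.15 ± 0.168 CPM (-1.95). Apart from CD86, these genes were called by DESeq2 in all 8 fits with 1 sheep left out.

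**Figure D1:**
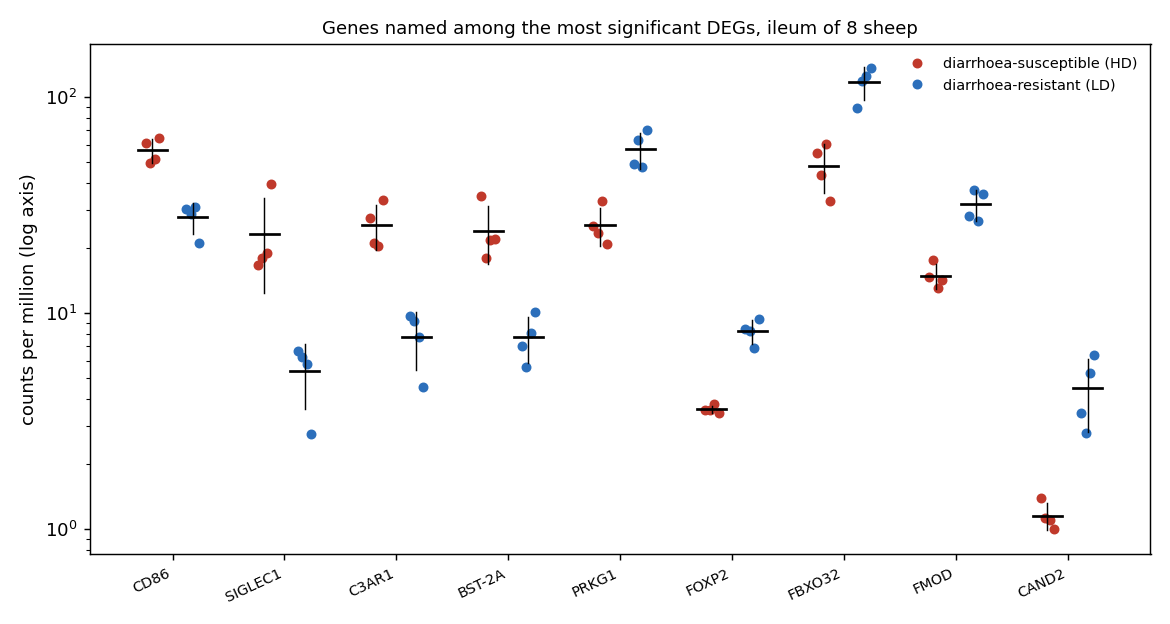
Expression per sheep of the 9 genes, in CPM on a log axis, for the 4 diarrhoea-susceptible (HD) and 4 diarrhoea-resistant (LD) sheep. Each point is 1 sheep and the lines give the mean and SD of a group. The points of the groups do not overlap for any of the 9 genes, and HD4 is the highest point for SIGLEC1, at 39.5 CPM. The genes were picked for their small DESeq2 p in these same sheep.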

**Fig. 3:**
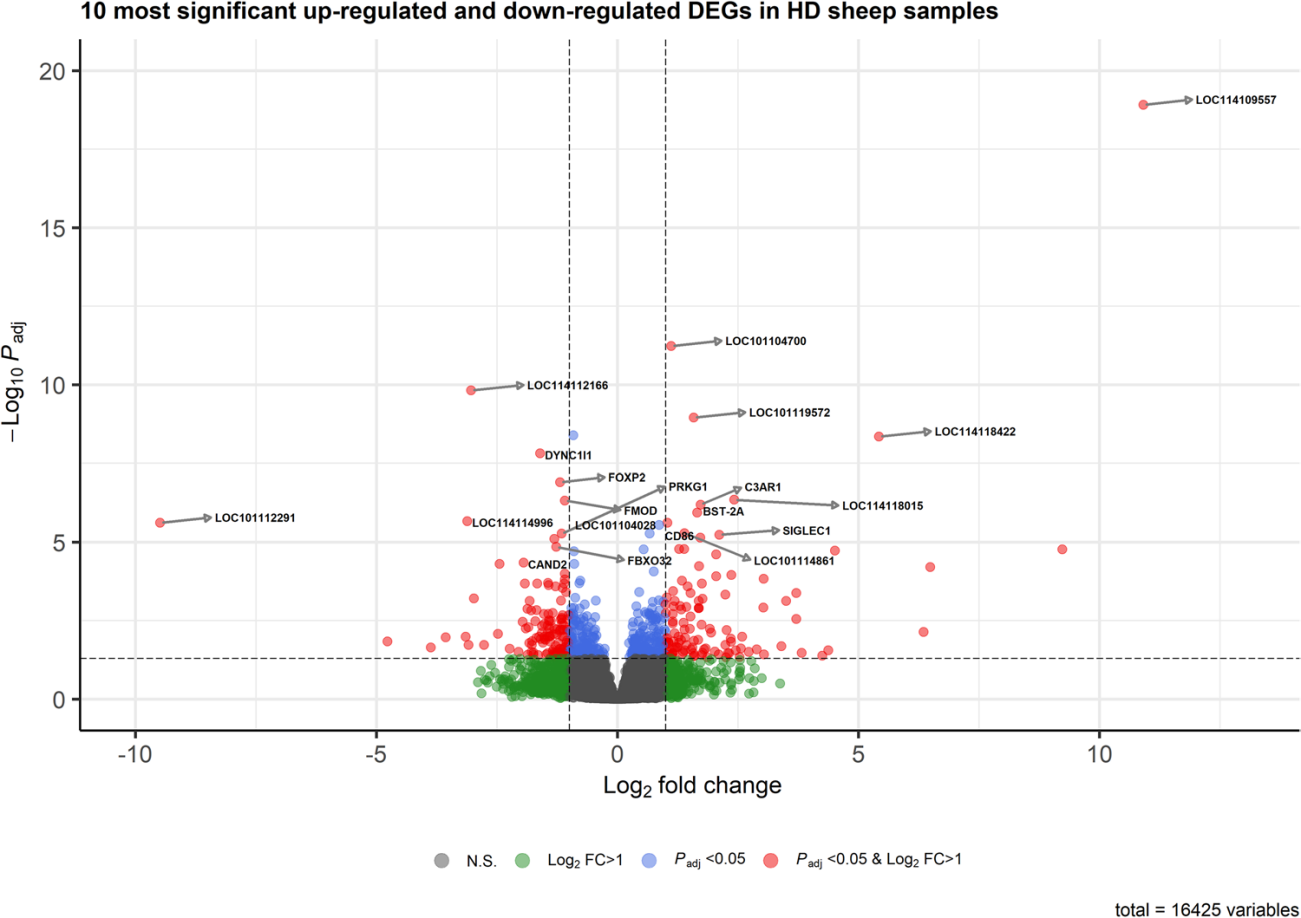
Volcano plot showing the 10 most significant DEGs that were up-regulated or down-regulated in the ileum of diarrhoea-susceptible sheep (HD) compared to diarrhoea-resistant (LD) sheep

### Functional enrichment, PPI network and sub-network analysis of DEGs

Functional enrichment of DEGs was based on GO biological processes and KEGG pathways, with FDR < 0.05 considered as significant using DAVID and GSEA in clusterProfiler (importantly, the outcomes were similar for the two analyses). In the diarrhoea-susceptible group, the common significant GO terms in the biological processes in the ileum included: ‘defense response’, ‘immune response’, ‘response to biotic stimulus’ and ‘inflammatory response’ (Fig. 4). 

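The pathway databases behind DAVID and GSEA were not used here. Lists of genes were written by hand for the pathways and for the cell types of the gut wall, and each of the 27 lists was tested with camera, the competitive test of limma, at a preset inter-gene correlation of 0.01. On the phagosome list, 85 genes were tested, 69 higher and 16 lower in the diarrhoea-susceptible group, with a median log2 fold change of 0.20 (camera FDR = 3.45e-07). The mean log2 CPM over the list was higher in every diarrhoea-susceptible sheep than in every diarrhoea-resistant sheep (exact permutation test, p = 0.0286). Adjusted over the list alone, 10 of its genes had an edgeR FDR under 0.05, against 0 when adjusted over all genes tested, 22 at an unadjusted p under 0.05 and 7 called by DESeq2. The list shares 15 genes with other lists, and 2 of its genes are named by the paper from these same sheep, so that the count over the list alone is not independent evidence. All 25 genes tested of a list of macrophage markers were higher, with a median log2 fold change of 1.03 (camera FDR = 4.84e-16). Of these, 17 had an edgeR FDR under 0.05 adjusted over the list alone, 0 over all genes, 18 an unadjusted p under 0.05, and 9 were called by DESeq2. The choice of list test moved these results most. Camera called 19 of the 27 lists at an FDR under 0.05, the rotation test fry called 3 (inflammatory bowel disease, cytokines and receptors, and Th1 genes, each at an FDR of 0.0347), and camera with the correlation estimated from the data called 0, with a lowest FDR of 0.157.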

The common significant KEGG pathways included ‘phagosome’, ‘tuberculosis’, ‘graft-versus-host disease’, ‘staphylococcus aureus infection’, ‘allograft rejection’, ‘type I diabetes mellitus’, ‘autoimmune thyroid disease’, ‘cell adhesion molecules (CAMs)’ and ‘rheumatoid arthritis’ (Supplementary File S1).

**Fig. 4:**
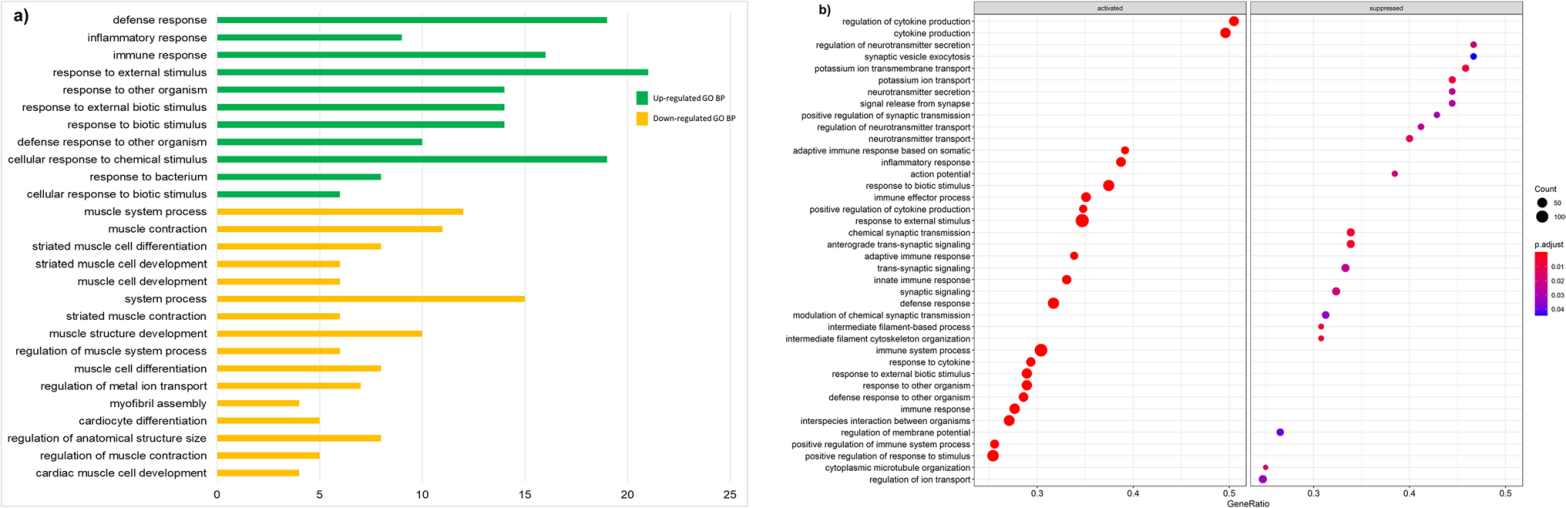
Functional enrichment analysis for GO biological process terms in the ileum of diarrhoea-susceptible sheep. **(a)** Functional enrichment analysis with DAVID using the up-regulated and down-regulated DEGs as the input data. The values on the x-axis represent the number of genes associated with each significant GO biological process term. **(b)** Functional enrichment analysis using GSEA of the entire DESeq2-normalised dataset. The top 40 significantly enriched GO biological process terms are shown

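A hand-written list of genes for inflammatory bowel disease had 40 tested genes, 29 higher and 11 lower in the diarrhoea-susceptible sheep, with a median log2 fold change of 0.29 (camera FDR = 3.48e-04, between 8.39e-05 and 0.00395 with each sheep left out in turn). Of its genes, 32 are also on another list. By edgeR, 0 of the 40 genes had an FDR under 0.05, whether adjusted over all genes or adjusted over the list alone, 12 had an unadjusted p under 0.05, and DESeq2 called 0. The list for complement and coagulation cascades had 56 tested genes, 51 higher and 5 lower, with a median log2 fold change of 0.46 (camera FDR = 2.29e-07). Adjusted over the list alone, 2 of these genes had an edgeR FDR under 0.05, against 0 over all genes, 15 at an unadjusted p under 0.05 and 2 called by DESeq2. On both lists, the mean log2 CPM of every diarrhoea-susceptible sheep lay above that of every diarrhoea-resistant sheep, by 0.26 for inflammatory bowel disease and by 0.51 for complement and coagulation on average (exact permutation test, p = 0.0286 for each).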

Importantly, GSEA analysis revealed significant up-regulation of the pathways for ‘inflammatory bowel disease’ and ‘complement and coagulation cascades’ in diarrhoea-susceptible sheep (Fig. 5b).

**Fig. 5:**
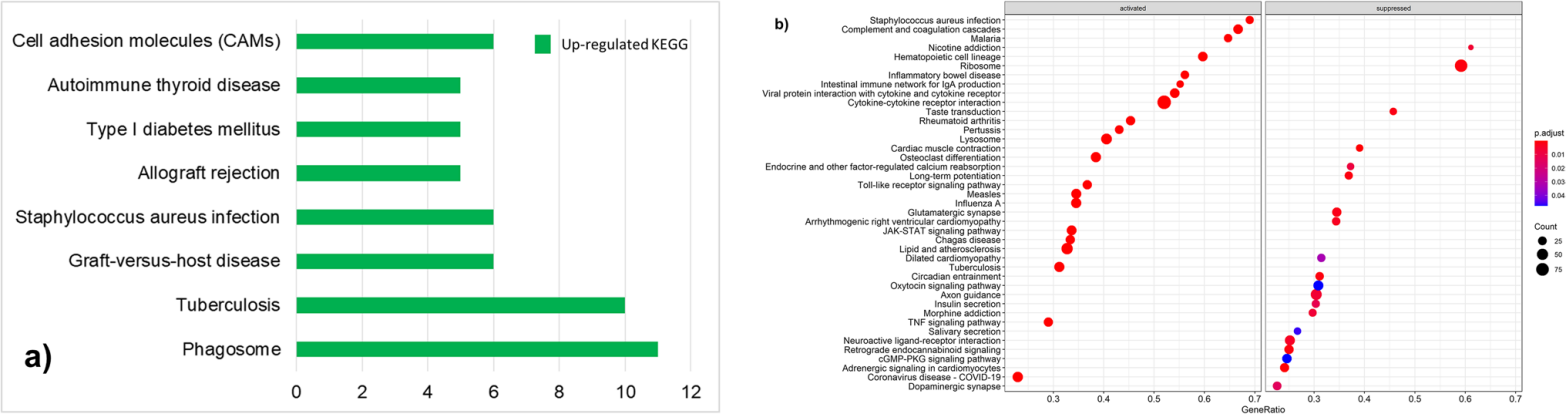
Functional enrichment analysis for KEGG pathways in the ileum of diarrhoea-susceptible sheep. **(a)** DAVID analysis using up-regulated and down-regulated DEGs as the input data. The values on the x-axis represent the number of genes associated with each significant KEGG pathway. **(b)** GSEA analysis using the entire DESeq2-normalised dataset. The top 36 significantly enriched KEGG pathways are shown

The network analysis of the biological processes in the ileum in diarrhoea-susceptible sheep revealed three significant sub-networks of genes. Some of the enriched terms included ‘cellular response to molecule of bacterial origin’, ‘cellular response to lipopolysaccharide’, ‘positive regulation of type 2 immune response ’, ‘regulation of interleukin-6 production’, ‘inflammatory response’ and ‘positive regulation of inflammatory response’. It is clear from the functional enrichment of these sub-networks that they are associated with inflammation or bacterial infection (Supplementary File S2). 

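The first up-regulated sub-network of Supplementary File S2 lists 14 members, of which 13 were found by name among the counted genes. All 13 were higher in the diarrhoea-susceptible sheep, with a median DESeq2 log2 fold change of 1.16 (range 0.41 to 3.04), and DESeq2 called 10. In the second sub-network, 10 of 12 members were found, all 10 were higher (median 1.17, range 0.53 to 2.12) and 8 were called. In the third, 5 of 6 members were found, all 5 were higher (median 1.12, range 0.73 to 1.92) and 3 were called. By edgeR, 0 members of the 3 sub-networks had an FDR under 0.05, and all those tested (11, 10 and 5) had an unadjusted p under 0.05. Members that DESeq2 did not call included MYD88 (adjusted p = 0.240), CD80 (0.0519), CTLA4 (0.143) and PLAU (0.105). STRING was allowed to add interactors to each network, so members need not be DEGs.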

The network and sub-networks for up-regulated genes are shown in Fig. 6a.

**Fig. 6:**
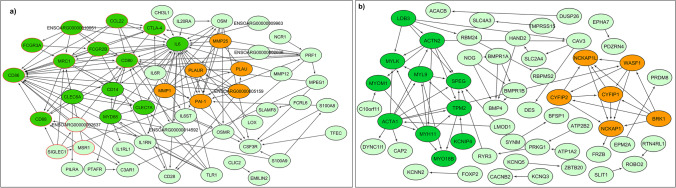
Protein–protein interaction (PPI) networks derived from STRING with sub-networks (SN) derived using the Cytoscape ClusterONE plugin. **(a)** Up-regulated DEGs: SN1 (dark green nodes); SN2 (red bordered nodes); SN3 (orange nodes). **(b)** down-regulated DEGs: SN1 (dark green nodes); SN2 (orange nodes)

The significant GO biological processes associated with down-regulated DEGs in both analyses were ‘muscle system process’, ‘muscle contraction’, ‘striated muscle cell development and differentiation’, ‘muscle cell and structure development’, ‘regulation of metal ion transport’, ‘myofibril assembly cardiocyte differentiation’, ‘potassium ion transport’, ‘neurotransmitter transport’ and ‘regulation of ion transport’ (Fig. 4). 

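On a hand-written list of smooth muscle contractile genes, all 30 genes tested were lower in the diarrhoea-susceptible sheep, with a median log2 fold change of -0.89 (camera FDR = 1.82e-17). The genes of the list moved together between sheep, with an estimated inter-gene correlation of 0.700, and under camera with an estimated correlation the FDR was 0.237. Adjusted over the list alone, 25 had an edgeR FDR under 0.05, against 0 over all genes, 25 at an unadjusted p under 0.05 and 8 called by DESeq2. The mean log2 CPM of the list was 6.74 ± 0.374 (SD, n = 4) in the diarrhoea-susceptible and 7.63 ± 0.364 in the diarrhoea-resistant sheep, with every sheep of the first group below every sheep of the second (exact permutation test, p = 0.0286). Potassium channel genes, taken as the 54 tested genes whose symbols start with KCN, had a median log2 fold change of -0.22, with 33 lower and 21 higher (camera FDR = 0.00101). Of these, 10 had an edgeR FDR under 0.05 adjusted over the list alone and 0 over all genes, 16 an unadjusted p under 0.05, and 6 were called by DESeq2. Markers of enteric neurons were lower for all 25 genes tested (median log2 fold change -0.59, camera FDR = 4.44e-07), although the mean of the list did not separate the groups fully (exact permutation test, p = 0.0571). Markers of enteric glia were lower for 12 of 13 genes (median -0.19, camera FDR = 0.00353, and 0.0549 without HD1). Markers of the interstitial cells of Cajal, the pacemaker cells of the muscle layer, split into 4 higher and 4 lower genes (median 0.00, mean -0.03, camera FDR = 0.825).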

The DAVID analysis revealed no significant KEGG pathways enriched in down-regulated DEGs (Supplementary File S1). 

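For the oxytocin signaling pathway, a hand-written list had 121 tested genes, 68 lower and 53 higher in the diarrhoea-susceptible sheep, with a median log2 fold change of -0.02 and a mean of -0.10 (camera FDR = 0.112). The mean log2 CPM of the list was lower in every diarrhoea-susceptible sheep than in every diarrhoea-resistant sheep, by 0.11 on average (exact permutation test, p = 0.0286). For the cAMP signaling pathway, 86 of 152 genes were lower and 66 higher, with a median log2 fold change of -0.03 and a mean of -0.11 (camera FDR = 0.139; exact permutation test of the list mean, p = 0.114). By edgeR, 0 genes of either list had an FDR under 0.05, over all genes or adjusted over the list alone. At an unadjusted p under 0.05 there were 29 genes on the oxytocin list and 24 on the cAMP list, and DESeq2 called 4 and 3 of them, all lower. Neither list passed an FDR of 0.05 under any of the alternatives, with a lowest FDR of 0.0515 for oxytocin (fry) and 0.0586 for cAMP (camera without LD4).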

The GSEA analysis revealed ‘cardiac muscle contraction, ‘cAMP signaling pathway’, ‘oxytocin signaling pathway’, ‘insulin secretion’, ‘salivary secretion’ and ‘endocrine and other factor-regulated calcium reabsorption’ as down-regulated pathways, among others (Fig. 5). 

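All 11 members of the first down-regulated sub-network of Supplementary File S2, among them ACTA1, MYL9, TPM2 and MYLK, were lower in the diarrhoea-susceptible sheep. Their median DESeq2 log2 fold change was -1.34 (range -3.15 to -0.95), and DESeq2 called 10, all except MYLK, whose log2 fold change was above -1. By edgeR, 0 had an FDR under 0.05 and 11 an unadjusted p under 0.05. In the second down-regulated sub-network, 2 of the 6 members were lower, with a median DESeq2 log2 fold change of 0.15 (range -1.31 to 0.47). Only WASF1 of these was called by DESeq2, with an adjusted p of 0.0337 (edgeR FDR = 0.239).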

The network analysis resulted in two significant sub-network of genes, and their functional enrichment was associated with ‘smooth muscle contraction’, ‘muscle fiber development’, ‘vascular smooth muscle contraction’ and ‘oxytocin signaling pathway’ (Supplementary File S2). The network and sub-networks for down-regulated genes are shown in Fig. 6b.

## Discussion

We were able to identify remarkable differences in the molecular mechanisms (pathways and biological processes) in the ileum of sheep that were associated with susceptibility to develop diarrhoea, in spite of the fact that the parasites of interest establish in the abomasum and duodenum, and not in the ileum. The diarrhoea-susceptible sheep show a dominant ‘inflammatory’ immune response with a Th2 polarity, whereas the diarrhoea-resistant sheep appear to express physiological states that promote smooth muscle contraction, while maintaining intestinal transport and absorption at homeostatic level.

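Several cell types bear on this picture. Neutrophil markers were higher for 12 of 13 genes tested (median log2 fold change 0.51, camera FDR = 0.00114), and markers of eosinophils and mast cells for all 13 (median 0.36, camera FDR = 0.0391, but 0.255 without HD4, 0.0802 without LD1 and 0.1004 without LD4). T cell markers did not differ as a list (median 0.06, 14 higher and 9 lower, camera FDR = 0.196), although the FDR was 0.00195 without HD1, 0.0418 without LD3 and 0.0191 without LD4. Enterocyte markers, which carry the absorptive functions, did not differ either (median -0.08, mean 0.02, camera FDR = 0.390). With the smooth muscle score as a covariate, the camera FDR was 0.120 for neutrophils, 0.845 for eosinophils and mast cells, 0.00179 for T cells and 0.00678 for enterocytes, each toward higher levels in the diarrhoea-susceptible sheep. The paper reasons from its DEGs, and from gene set enrichment over all genes, to processes and pathways, with immune and inflammatory terms on the up-regulated side and muscle and ion transport terms on the down-regulated side. Because the parasites establish in the abomasum and duodenum, the paper treats the ileum as a site away from the infection. From the up-regulated terms, and from genes that polarize the response, the paper concludes that the diarrhoea-susceptible sheep have an inflammatory immune response with a Th2 polarity. From the down-regulated terms, the paper proposes that the diarrhoea-resistant sheep keep smooth muscle contraction, transport and absorption at a homeostatic level.

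**Figure D2:**
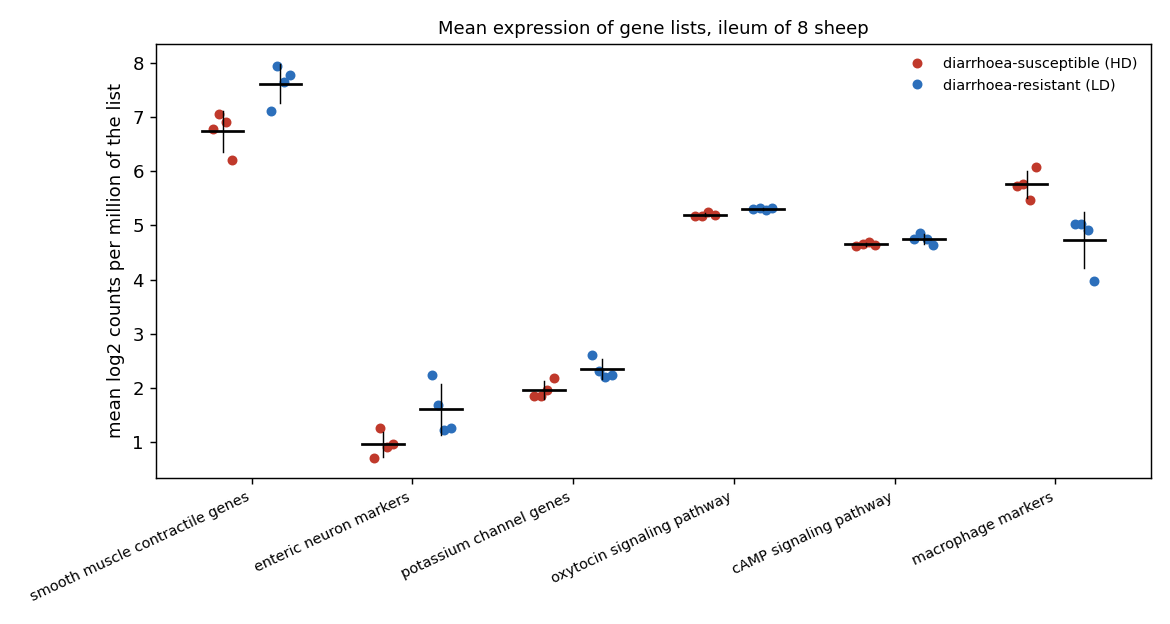
Mean log2 CPM per sheep over 6 hand-written gene lists in the 4 diarrhoea-susceptible (HD) and 4 diarrhoea-resistant (LD) sheep, with the lists side by side and the mean and SD of each group. Each point is 1 sheep. The groups do not overlap for the smooth muscle, potassium channel, oxytocin and macrophage lists, and overlap for the enteric neuron and cAMP lists.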

In the diarrhoea-susceptible sheep, the up-regulated genes were linked to the immune responses and inflammation, with the most important processes and pathways including ‘defense response’, ‘inflammatory response’, ‘inflammatory bowel disease’, ‘cytokine-cytokine receptor interaction’, ‘response to other organism’, ‘complement and coagulation cascades’, ‘phagosome’, ‘graft versus host disease’, ‘allograft rejection’, ‘autoimmune thyroid disease’, ‘rheumatoid arthritis’ and ‘cell adhesion molecules’. An interesting comparison can be made with human inflammatory bowel disease (IBD), such as Crohn’s disease, a complex disease with genetic disposition that involves an aberrant immune response towards intestinal pathogens and the microbiome (Graham and Xavier 2020), as shown in Fig. 7a, b. In the sheep ileum, diarrhoea susceptibility is linked to the ‘inflammatory response’ biological process and to the ‘inflammatory bowel disease’ KEGG pathway, similar to IBD in humans where diarrhoea is also linked to inflammation of the ileum (Larsen et al. 1999). Most studies of IBD are conducted on humans where risk factors have been identified, including nucleotide-binding oligomerization domain2 (NOD2), a gene revealed by GSEA analysis as being enriched in diarrhoea-susceptible sheep (Al Nabhani et al. 2017). 

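NOD2 was at 3.80 ± 1.30 CPM (SD, n = 4) in the diarrhoea-susceptible and 2.63 ± 0.379 CPM in the diarrhoea-resistant sheep. A log2 fold change of 0.53 (standard error 0.297, edgeR FDR = 0.486, DESeq2 adjusted p = 0.448) was within the spread of the sheep (exact permutation test, p = 0.171). With each sheep left out in turn the log2 fold change stayed between 0.32 and 0.71, and neither edgeR nor DESeq2 called the gene in any of these fits.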

NOD2 is an intracellular pattern recognition receptor and has been associated with an autoinflammatory disease marked by abnormally increased inflammation, predominantly mediated by cellular components of the innate immune system (Kastner et al. 2010; Yao et al. 2015). 

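A hand-written list of cytokines and cytokine receptors had 167 tested genes, 118 higher and 49 lower in the diarrhoea-susceptible sheep, with a median log2 fold change of 0.28 (camera FDR = 2.36e-06, between 3.87e-07 and 3.75e-05 with each sheep left out in turn). The mean log2 CPM of the list was 0.27 higher in the diarrhoea-susceptible group, with no overlap between the groups (exact permutation test, p = 0.0286). By edgeR, 0 of the 167 genes had an FDR under 0.05 over all genes or adjusted over the list alone, 39 had an unadjusted p under 0.05, and DESeq2 called 6, of which 5 were higher. The list shares 48 genes with other lists, and 4 of its genes are named by the paper.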

Cytokine–cytokine receptor interaction, another pathway up-regulated in diarrhoea-susceptible sheep, indicates interactions among cytokines (Elias and Zitnik 2012), particularly those that have been up-regulated in our study (Fig. 8a, b).

**Fig. 7:**
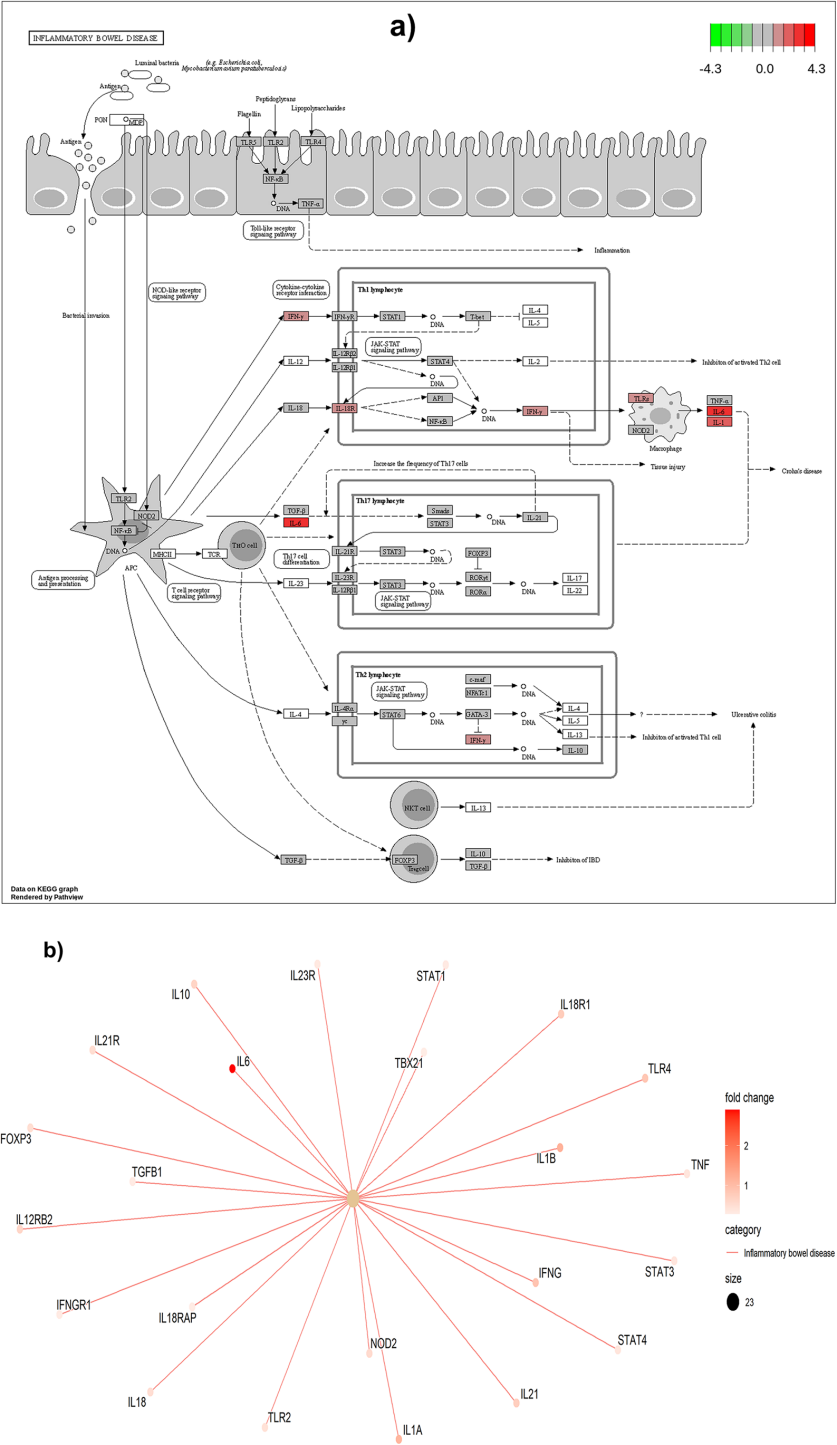
‘Inflammatory bowel disease’ KEGG pathway (Kanehisa et al. 2020) **(a)** with up-regulated genes in our study highlighted in red colour in the diarrhoea-susceptible group. **(b)** A category Netplot (CNET) showing the relationships among genes in the inflammatory bowel disease pathway

**Fig. 8:**
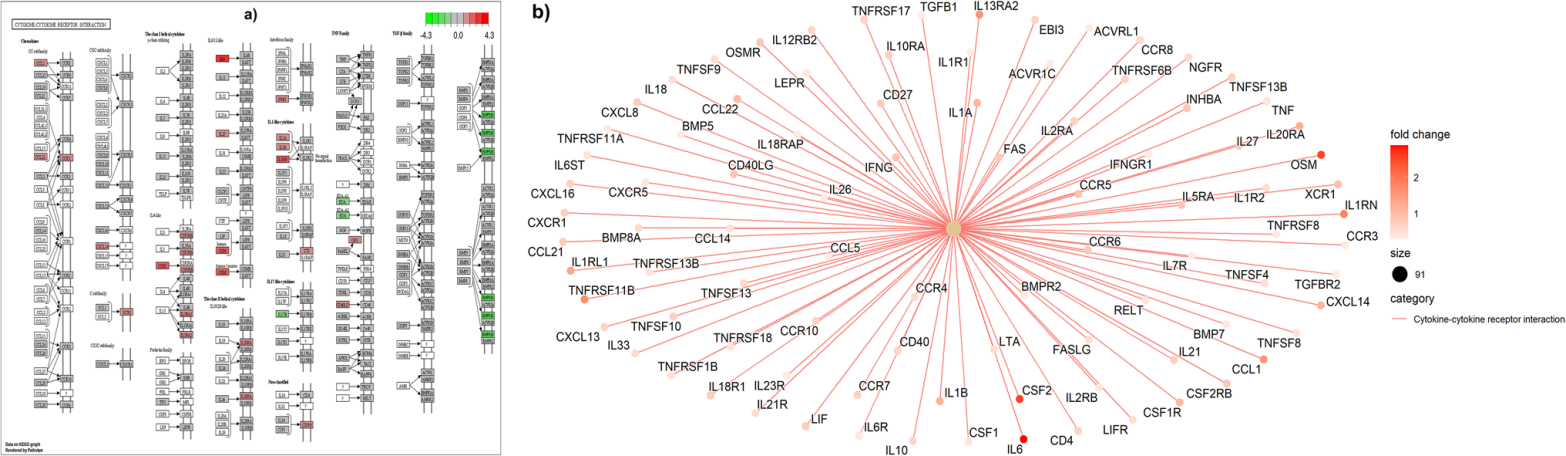
‘Cytokine–cytokine receptor interaction’ KEGG pathway (Kanehisa et al. 2020) **(a)** with up-regulated genes in our study highlighted in red and down-regulated genes highlighted in green colour in the diarrhoea-susceptible group. **(b)** A category Netplot (CNET) showing the relationships among the genes in cytokine–cytokine receptor interaction pathway

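CD14 was at 23.1 ± 7.11 CPM (SD, n = 4) in the diarrhoea-susceptible and 7.16 ± 2.58 CPM in the diarrhoea-resistant sheep, a log2 fold change of 1.69 (standard error 0.308, edgeR FDR = 0.165), and was called by DESeq2 with every sheep left out in turn. CD68 rose from 42.6 ± 10.8 to 94.4 ± 18.9 CPM, a log2 fold change of 1.15 (standard error 0.219), and LOC101103238, given as CXCL5 and next to PPBP in a cluster of related chemokines, from 9.43 ± 4.37 to 25.7 ± 2.50 CPM, a log2 fold change of 1.45 (standard error 0.286). S100A9 had few counts, at 2.08 ± 1.45 against 0.447 ± 0.167 CPM, and its log2 fold change of 2.21 (standard error 0.557, edgeR FDR = 0.199) was called by DESeq2 in 3 of the 8 fits with 1 sheep left out. CHI3L1 overlapped between the groups, at 39.2 ± 13.5 against 18.8 ± 6.83 CPM (exact permutation test, p = 0.0571). Its log2 fold change was 1.06 (standard error 0.331, edgeR FDR = 0.258), its DESeq2 adjusted p was 0.0497, and DESeq2 called it in 2 of the 8 fits.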

Some of the DEGs in diarrhoea-susceptible sheep, enriched in GO terms and sub-network analysis, included IL-6, LOC101121216 (serum amyloid A), SIGLEC1, CHI3L1, S100A9, CD14, CD68, CD86, Ovar-DRB1, IL1RL1, LOC101103238 (CXCL5), CCL22 and IL1RN. As helminth infection occurs at the abomasum and duodenum in our model, the up-regulation of immune system genes in the ileum was striking. IL-6, an important cytokine generally associated with inflammation and autoimmunity (Tanaka et al. 2014; Gabay 2006), can be both pro- and anti-inflammatory: *trans-signaling* (via a soluble form of IL-6 receptor with a broader spectrum of IL-6 target cells) leads to pro-inflammatory responses, whereas *classic signaling* (via membrane-bound IL-6 receptor) promotes anti-inflammatory and regenerative responses (Scheller et al. 2011). 

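IL6 had too few counts to pass the filter of the edgeR test, with 54, 8, 8 and 19 counts in HD1 to HD4 and 2, 3, 4 and 3 counts in LD1 to LD4. That is 1.15 ± 1.11 CPM (SD, n = 4) against 0.158 ± 0.0436 CPM, without overlap between the groups (two-sided exact permutation test, p = 0.0286). DESeq2 gave a log2 fold change of 2.89 (standard error 0.836, adjusted p = 0.0257) and called IL6 in 2 of the 8 fits with 1 sheep left out.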

In our study, IL-6 has been enriched in inflammation-related biological processes and pathways, so we need to consider its inflammatory role at the ileum. Anti-IL-6 receptor antibody can be used treat chronic inflammatory conditions, such as rheumatoid arthritis (Tanaka et al. 2014; Scheller et al. 2011). 

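LOC101121216, given as serum amyloid A, was at 62.9 ± 30.5 CPM (SD, n = 4) in the diarrhoea-susceptible and 15.2 ± 4.95 CPM in the diarrhoea-resistant sheep. Its log2 fold change was 2.05 (standard error 0.384, edgeR FDR = 0.165, DESeq2 adjusted p = 2.43e-05), with no overlap between the groups (exact permutation test, p = 0.0286). It lies among neighbouring LOC genes that can hold close copies, so reads could be split between them. With each sheep left out in turn the log2 fold change stayed between 1.73 (without HD4) and 2.23, and DESeq2 called the gene in all 8 fits.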

IL-6 production can also be promoted by another gene that is up-regulated in diarrhoea-susceptible animals, serum amyloid A (SAA) another indicator of inflammation, a molecule with cytokine-like properties and immunomodulatory roles (Koga et al. 2008). It is clear that SAA has chemoattractant properties for T-lymphocytes, monocytes and leukocytes, and induces the secretion of pro-inflammatory cytokines, including IL-6, IL-8, TNF-α and IL-1β (Thompson et al. 2016; Badolato et al. 1994; Ebert et al. 2015). Other important genes with inflammatory outcomes, some of which were among top significantly up-regulated genes, were SIGLEC1 (Asano et al. 2015), C3AR1 (Banda et al. 2012; Coulthard and Woodruff 2015), S100A9 (Frohberger et al. 2020; Wang et al. 2018), CHI3L1 (Lee et al. 2009; Zhao et al. 2020), CXCL5 (Wang et al. 2009; Z’Graggen et al, 1997), CD14 (Grimm et al. 1995), CD68 (Liu et al. 2009) and IL1RL1 (Nemeth et al. 2017). The up-regulation of these genes during inflammation is evident from the literature and supports our hypothesis that an inflammatory immune response at the ileum in the diarrhoea-susceptible sheep can increase severity of the disease.

On the other hand, it was surprising to observe up-regulation of several genes with anti-inflammatory roles: i) macrophage-derived chemokine (MDC/CCL22), a molecule thought to help prevent intestinal inflammation (Wang et al. 2009); ii) CCL22 and its receptor CCR4 (expressed by Th2-cells and Treg cells), known to play important roles in preventing inflammatory bowel diseases such as colitis (Akhabir and Sandford 2010) by promoting Treg cell communication with dendritic cells (Yuan et al. 2007; Rapp et al. 2019); iii) IL1RN binds to the IL-1 receptor but has a greater affinity than IL-1, so it blocks this major pro-inflammatory cytokine that is highly expressed in various acute and chronic inflammatory conditions (Dinarello 1998; Nicklin et al. 2000; Shiiba et al. 2015).

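CCL22 was at 14.6 ± 4.00 CPM (SD, n = 4) in the diarrhoea-susceptible and 7.16 ± 1.83 CPM in the diarrhoea-resistant sheep, without overlap (exact permutation test, p = 0.0286), a log2 fold change of 1.03 (standard error 0.257, edgeR FDR = 0.197) that DESeq2 called in 4 of the 8 fits with 1 sheep left out. CCR4 did not differ beyond the spread of the sheep, at 8.24 ± 3.45 against 5.72 ± 1.42 CPM (exact permutation test, p = 0.2). CCR4 had a log2 fold change of 0.53 (standard error 0.319, edgeR FDR = 0.516, DESeq2 adjusted p = 0.490). IL1RN was at 40.5 ± 39.1 against 11.5 ± 2.46 CPM, a log2 fold change of 1.82 (standard error 0.566, edgeR FDR = 0.257) that fell to 0.88 without HD1.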

The polarity of the immune response is important with respect to the type of infection. As stated earlier, a Th2 immune response is desirable in helminth infection, but as the ileum is not the site of infection, it was surprising to observe the up-regulation of genes, including CD86, Ovar-DRB1, IL1RL1 and IL-6, that polarize the immune response towards a Th2 response. 

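A hand-written list of Th2 response genes had 20 tested genes, 11 higher and 9 lower in the diarrhoea-susceptible sheep, with a median log2 fold change of 0.07 and a mean of 0.29 (camera FDR = 0.165). Without a filter on low counts its FDR was 0.0481, and without LD3 it was 0.0129. Adjusted over the list alone, 2 of its genes had an edgeR FDR under 0.05, against 0 over all genes, 2 at an unadjusted p under 0.05 and 2 called by DESeq2. Of the 20 genes, 19 are also on another list and 3 are named by the paper. A list of Th1 and cytotoxic response genes had 25 tested genes, 24 higher and 1 lower, with a median log2 fold change of 0.31 (camera FDR = 6.59e-09). Here, 5 had an edgeR FDR under 0.05 adjusted over the list alone and 0 over all genes, 12 an unadjusted p under 0.05, and 2 were called by DESeq2. Among single genes, IL4 had 46, 4, 5 and 10 counts in HD1 to HD4 and 0, 1, 2 and 4 counts in LD1 to LD4, and IL5 had 4, 7, 5 and 2 against 0, 3, 7 and 5 counts. IL13 had 0 counts in all 8 sheep, which allows up to 0.174 CPM (3 counts) per sheep. GATA3 was at 21.5 ± 3.17 CPM (SD, n = 4) in the diarrhoea-susceptible and 23.2 ± 6.23 CPM in the diarrhoea-resistant sheep, and TBX21 at 19.2 ± 3.93 and 15.9 ± 3.56 CPM, and neither differed (edgeR FDR = 0.861 and 0.620). IFNG was at 4.47 ± 1.40 and 2.44 ± 0.632 CPM, a log2 fold change of 0.87 (standard error 0.311, edgeR FDR = 0.302). IL12B, at 0.282 ± 0.134 and 0.143 ± 0.142 CPM, was below the filter on low counts.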

CD86 (also called B7-2) is expressed by antigen-presenting cells, such as dendritic cells and macrophages, and preferentially acts as a co-stimulator of the production of Th2 cells from Th precursor cells (Kuchroo et al. 1995). The up-regulation of CD86 in diarrhoea-susceptible sheep suggests that its role is to enhance IL-4 production, promoting a Th2 immune response (Zhou et al. 2015). Ovar-DRB1 codes for a major histocompatibility (MHC-II) molecule that is expressed by antigen-presenting cells (e.g. dendritic cells) that present antigenic molecules from helminths to naïve CD4^+^ T cells, so they can transform into Th2 cytokine-producing cells that lead the way to an antibody-producing, adaptive-immune response (McRae et al. 2015; Neefjes et al. 2011). 

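OVAR-DRB1 was at 922 ± 349 CPM (SD, n = 4) in the diarrhoea-susceptible and 444 ± 151 CPM in the diarrhoea-resistant sheep, without overlap between the groups (exact permutation test, p = 0.0286). Its log2 fold change was 1.06 (standard error 0.335, edgeR FDR = 0.263, DESeq2 adjusted p = 0.0454). DESeq2 called it in 1 of the 8 fits with 1 sheep left out, and the log2 fold change was 0.78 without HD4. LD4 was far below the other diarrhoea-resistant sheep, at 221 CPM. MHC class II genes have close copies and many alleles, so the counts can also depend on how well the alleles of a sheep match the reference.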

Ovar-DRB1 paves the way towards this outcome, with up-regulation of IL-6 strengthening the response by blocking the Th1 response (Diehl et al. 2000). Another cytokine receptor, IL1RL1, is an important member of IL-1 receptor family and receptor for IL-33 (Zhou et al. 2015). 

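IL1RL1 was at 95.3 ± 35.5 CPM (SD, n = 4) in the diarrhoea-susceptible and 38.0 ± 11.0 CPM in the diarrhoea-resistant sheep, without overlap between the groups (exact permutation test, p = 0.0286). The log2 fold change was 1.33 (standard error 0.288, edgeR FDR = 0.166, DESeq2 adjusted p = 0.00141), stayed between 1.06 and 1.52 with each sheep left out in turn, and was called by DESeq2 in all 8 of these fits.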

The ‘IL-33 and its receptor IL1RL1 axis’ has been associated with inflammation and stimulation of the Th2 immune response in ulcerative colitis where levels of IL-33 are significantly increased (Nemeth et al. 2017; Akhabir and Sandford 2010). IL-6 has been shown to promote a Th2 response (Diehl et al. 2000; Diehl and Rincón 2002), a desirable outcome in helminth infection, but its pro-inflammatory properties could lead to chronic inflammation.

The functional enrichment analysis did not reveal links between any of the down-regulated genes and the promotion of the immune response or inflammation. Rather, most of the functions highlighted were related to muscle physiology and contraction, absorption and pathways preventing inflammation. The down-regulation of these biological processes and pathways suggests a disruption in, for example, peristalsis and the transmembrane ion transport system that are important for maintaining fluid balance in the GIT and are affected by inflammatory immune responses (Eisenhut 2006). Potassium ion (K^+^) transport is critical in fluid balance in the gut (Eisenhut 2006) and, in our study, is affected by down-regulation of ATP1A2. Enteric oxytocin plays significant roles in GIT physiology and the down-regulation of the oxytocin-signaling pathway in diarrhoea-susceptible sheep would contribute to increased inflammation, reduced transit time and increased faecal water content—in other words, the high diarrhoea outcome (Das et al. 2018; Welch et al. 2014). Cyclic adenosine monophosphate (cAMP) reduces gut inflammation by decreasing infiltration of leucocytes (Zimmerman et al. 2012), so the down-regulation of the cAMP-signaling pathway would also contribute to inflammation of the ileum, again promoting diarrhoea (Zimmerman et al. 2012; Schafer et al. 2010).

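Over all 39 genes that the paper names as changed or discusses with the changed genes, 38 were tested by edgeR, and all 38 changed in the direction the paper gives. Over all genes tested, 4 had an edgeR FDR under 0.05, while adjusted over the list alone there were 36, which is not independent evidence because the paper chose the genes on these sheep. DESeq2 called 36 of the 39, and 23 with every sheep left out in turn. MYH11, the smooth muscle myosin heavy chain, was at 678 ± 200 CPM (SD, n = 4) in the diarrhoea-susceptible and 1495 ± 421 CPM in the diarrhoea-resistant sheep, a log2 fold change of -1.14 (standard error 0.278, edgeR FDR = 0.197). CAV3 was at 0.451 ± 0.319 and 2.50 ± 1.12 CPM, a log2 fold change of -2.47 (standard error 0.612) at the same FDR. Both genes had no overlap between the groups (exact permutation test, p = 0.0286), and each was called by DESeq2 in 6 of the 8 fits with 1 sheep left out. With the smooth muscle score of each sheep as a covariate in the edgeR fit, the log2 fold change was -0.05 for MYH11, which is itself on the list behind the score, and -0.27 for CAV3. In the same fit, other lower genes kept more of their change, with -1.14 for FOXP2, -1.71 for CAND2, -2.02 for CACNB2 and -3.57 for LOC114112166, though none of these 4 had an FDR under 0.05 in edgeR (0.195 to 0.767). DESeq2 with the same covariate called LOC114112166 (log2 fold change -3.65, adjusted p 2.32e-05) but not FOXP2, CAND2 or CACNB2 (adjusted p 0.0903, 0.344 and 0.0813).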

Some of the down-regulated genes in diarrhoea-susceptible sheep, including MYH11, CACNB2, ATP1A2, CAV3, PRKG1, FOXP2 and FBXO32, normally maintain a physiological and homeostatic environment in the gut, so their down-regulation would increase the severity of diarrhoea through, for example, disruption of gut absorptive function. MYH11 encodes myosin 11, a major contractile protein, that plays important roles in intracellular transport, signal transduction, cell migration and adhesion, and its down-regulation has been linked to poor prognosis in colorectal cancer (Wang et al. 2014). As most of the nutrients and fluids are absorbed from the epithelium of the small intestine, the various ion channels play critical roles (Das et al. 2018). For example, two genes, CACNB2 and CACNA1C, transcribe for voltage-dependent L-type calcium channels that are important for the influx of the calcium ions (Ca^+2^) required for intestinal smooth muscle contraction; selective blockage of these channels can lead to paralytic ileus (lack of movement in the intestine; (Das et al. 2018; Wegener et al. 2006). 

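CACNB2 was at 2.38 ± 0.609 CPM (SD, n = 4) in the diarrhoea-susceptible and 6.03 ± 2.98 CPM in the diarrhoea-resistant sheep, a log2 fold change of -1.34 (standard error 0.372, edgeR FDR = 0.221), and DESeq2 called it in 2 of the 8 fits with 1 sheep left out. CACNA1C was at 13.8 ± 0.871 and 23.0 ± 5.98 CPM. Its log2 fold change of -0.73 (standard error 0.184, edgeR FDR = 0.199, DESeq2 adjusted p = 0.0197) was smaller than the minimum of 1. Neither gene had an overlap between the groups (exact permutation test, p = 0.0286 for each).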

The genes ATP1A2 and ATP2B2 transcribe for ‘ATPase Na^+^/K^+^ transporting membrane polypeptides’ that maintain a concentration gradient for sodium (Na^+^) and potassium (K^+^) ions across the plasma membrane. These gradients are integral to physiological processes in many organ systems, including the gut, where they maintain electrolyte and fluid homeostasis (Das et al. 2018; Pirahanchi et al. 2020). 

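ATP2B2 was at 1.70 ± 1.13 CPM (SD, n = 4) in the diarrhoea-susceptible and 5.77 ± 2.35 CPM in the diarrhoea-resistant sheep, and the groups overlapped (exact permutation test, p = 0.0571). With a standard error of 0.517, the log2 fold change was -1.75 (edgeR FDR = 0.244, DESeq2 adjusted p = 0.0329), and DESeq2 called it in 2 of the 8 fits with 1 sheep left out.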

CAV3 (caveolin-3) promotes vascular smooth muscle contraction and prevents atherosclerosis (Gutierrez-Pajares et al. 2015). PRKG1 transcribes for cGMP-dependent protein kinase (PKG-1) which promotes vasodilation and vascular permeability, but it is significantly down-regulated by inflammatory cytokines leading to vasoconstriction and a decreased vascular permeability, ultimately affecting nutrient absorption into the bloodstream (Browner et al. 2004). Overall, the functional enrichment of down-regulated genes in diarrhoea-susceptible sheep indicates a disruption of absorption and smooth muscle contraction and increased inflammation, all of which contribute to diarrhoea.

## Conclusion

In the diarrhoea-susceptible sheep, there were indicators of an inflammatory response through up-regulated genes enriched in biological processes and pathways, and the immune response was polarized towards a Th2 response. We conclude that this inflammatory response increases the severity of diarrhoea in susceptible sheep because genes with pro-inflammatory features dominate the genes with anti-inflammatory properties. On the other hand, all of the down-regulated genes and associated biological processes and pathways that were enriched were related to physiological processes like smooth muscle contraction, ion transport and the homeostasis of the gut environment. Nevertheless, it is clear that an enhanced inflammatory immune response, accompanied by down-regulation of ion transport, oxytocin and cAMP signaling, at sites other than where infection occurs, can contribute to the development of severe diarrhoea. Furthermore, there are clear similarities with inflammatory bowel disease in humans (e.g. Crohn’s disease) where an inflammatory immune response leads to Ileitis (inflammation in the ileum). While it is most evident that there is a hypersensitive immune response to helminth larvae in infected areas of GIT, more work is needed to determine whether an inflammatory response to intestinal microbiota, in the absence of helminths, also contributes to the expression of diarrhoea. With respect to managing the disease, we can target genes with anti-inflammatory roles can be to control the severity of diarrhoea.

## Supplementary Information

Supplementary Fig. S1 A heatmap illustrating the top 100 most significant differentially expressed genes in diarrhoea-susceptible and diarrhoea-resistant groups. (PNG 476 kb)

High resolution image

ESM 1

ESM 2

## Data Availability

The raw sequencing reads generated in this study have been submitted to NCBI Gene Expression Omnibus (GEO) database under the BioProject accession number GSE179149.

How the deposited data were processed for this re-analysis (not part of the article)

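RNA from the ileum of 4 diarrhoea-susceptible (HD) and 4 diarrhoea-resistant (LD) sheep was sequenced, with 1 library per sheep, and the groups were compared with LD as the control. The authors checked the reads with FastQC, aligned those past a quality score with STAR to Oar_rambouillet_v1.0 and counted them with featureCounts per gene. The deposited count file holds these counts for 33624 genes and 8 sheep, without normalisation. The deposited table of normalised values holds, for the same genes, the authors' counts divided by a size factor per sheep (a normalised signal) and their mean, the log2 fold change, its standard error and the Wald statistic (a score each), and the p-value and adjusted p-value of DESeq2. In that deposited table by the authors, 16425 genes have an adjusted p and 243 pass both thresholds, 118 higher and 125 lower. DESeq2 run on the counts called the same 243 genes, with a largest difference in log2 fold change of 4.99e-07. The raw reads were not analysed here.

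Gene names were matched to a table of RefSeq genes of ARS-UI_Ramb_v3.0, a later assembly than that of the authors, which was used for names and neighbouring genes only. By symbol 25841 genes matched, a further 471 matched by gene ID, and 7312 had no match. Genes with a minimum count of 10 in enough sheep and a minimum total of 15 were kept by filterByExpr, which left 16316 of the 23759 genes with any count. The tools were R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The edgeR quasi-likelihood fit was the one with the default settings of that version, and its median prior degrees of freedom were 2.84. CPM values use effective library sizes after TMM. Depth sets the precision of low values, and 3 counts were taken as the limit that a count of 0 allows. Intervals and limits of this kind cover counting error, not the variation between sheep.

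The principal components used the regularised log of DESeq2 over all genes with a count, and group differences on them were tested over the 70 assignments of 4 and 4 sheep. Gene lists, 27 in number, were written by hand or made from gene symbols, and tested with camera on log2 CPM with Benjamini-Hochberg adjustment over the 27 lists. Of these, 9 stand for a pathway or process in the paper. A further 5 lists, on X-linked genes and on genes of the proximal and distal small intestine, were added once values had been seen, and 2 of those 5 were written before the values of their genes had been looked at. The comparisons, thresholds, tests, lists and alternatives were otherwise set before the data were examined. The alternatives were DESeq2, limma-voom, size factors of the RLE type, no filter on low counts, no minimum fold change, the replicate number as a block, the smooth muscle score of each sheep as a covariate, other inputs to the principal components, fry and an estimated correlation for the lists, and leaving out each sheep in turn. Chosen after seeing the data were the robust and the newer quasi-likelihood fits and the likelihood ratio test of edgeR, DESeq2 with the block, with the covariate and with each sheep left out, and fry with the covariate for the enteric neuron list.

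The genes named are those that the paper names as changed, discusses with the changed genes or labels in Fig. 3, whose values in the supplementary table had been seen when the rule was set, the Th1 and Th2 genes IL4, IL5, IL13, GATA3, IFNG, TBX21 and IL12B, and the called genes with the smallest p and no overlap between the groups, up to 5 per direction. In simulated data with the dispersion of these libraries, 200 of 16316 genes were changed by a log2 fold change of 2. Of these, edgeR recovered 181 (90.5%) with 10 false calls, DESeq2 189 (94.5%) with 33 and limma-voom 180 with 10. The changed genes were drawn from those with a mean of at least 50 counts. A further 50 genes, shifted by 0.5, were left out of the false calls. Recovery of genes with fewer counts or with changes near the minimum of 1 was not simulated, so these shares do not cover them. With nothing changed, edgeR and limma-voom made 0 calls and DESeq2 made 3. In each group of 4 sheep, a sheep was singled out when its gap to the nearest other sheep, over the range of the group, exceeded 0.829. The enrichment tests of DAVID and GSEA and the network construction of STRING were not repeated. Values of some single genes are not reported.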

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

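Except for the tests on the further regional genes and on the sheep nearest to the other group, the tests in this part were chosen only after the result was seen. Of 200 groups of 4 values, 22 had a sheep far from the other 3, but 40 of these groups are of genes chosen after their values were seen, and these hold 10 of the 22. The remaining 160 groups hold 12, where chance gives about 1 in 20 groups, or 8.

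HD4 was far below the other diarrhoea-susceptible sheep for genes of the distal small intestine: FABP6 at 13.7 CPM (1048 to 1831 in the other 7 sheep), SLC10A2 at 5.87 CPM, HOXB6 at 12.7 CPM, HOXB9 at 0.0497 CPM, HOXA9 at 0.149 CPM and HOXA10 at 0 CPM. A list of 12 distal genes was lowest in HD4 for all 12 (for HOXA10 together with LD1), and of 7 tested proximal genes all 7 were highest, with GATA4 at 130 CPM against at most 2.84 CPM in the others, but these lists were made from genes already seen. Low depth is argued against by a total of 20610927 counts, the highest of the 8 sheep. Loss of epithelium is argued against by 25 enterocyte genes, whose median log2 difference from the other sheep was -0.67, against -4.28 for the distal genes. A swap between the groups is argued against as the cause of the low values. The lowest FABP6 value of the LD sheep was 76.7 times that of HD4, and 2 ileal pieces exchanged between the groups would both have FABP6. Whether labels were exchanged as well cannot be told from these genes. A swap with a sample from outside was not tested. Tissue from a more proximal site stays open, and it cannot be told apart from other explanations here: on further lists, 2 of 9 tested genes were at the predicted end (probability of at least as many 0.462, where HD4 is lowest for 16.2% and highest for 17.3% of all tested genes). Among the 243 genes called by DESeq2, HD4 was the HD sheep farthest from the LD group for 130 (53.5%), and LD4 the LD sheep farthest from the HD group for 107 (44.0%). Without HD4, DESeq2 called 186 genes, of which 133 were among the 243. No biological explanation was tested.

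LOC101112291 was at 0.0531 CPM in LD3, against 332 to 531 CPM in the other 3 LD sheep, and KDM6A (46.1 CPM) and ZFX (55.9 CPM) were low in LD3 as well. The sex of the sheep stays open. Of 14 X-linked genes, 4 were highest in the same 3 sheep, but 3 of these (KDM6A, ZFX and EIF2S3) were chosen after their values were seen, and of the remaining 11 genes 1 was, against 3.16% of the genes tested (binomial p = 0.298). LOC101112291 is a long non-coding RNA gene between CHIC1 and ZCCHC13 in the later assembly, and GPR143 was at 0.106 to 0.263 CPM in LD1, LD2 and LD4 against 2.62 to 3.61 CPM in the other 5 sheep, but it too was chosen after its values were seen. Over genes not looked at or listed for this, the same 3 sheep were highest for 20 of 504 on the X chromosome (3.97%) and 427 of 14403 on the autosomes (2.96%, one-sided Fisher exact p = 0.124). The sex of each sheep is not given in the paper's text. Had sex split the sheep as LOC101112291 does and caused most of the 243 DESeq2 genes, LD3 should often lie nearest to the HD mean. LD3 was the LD sheep nearest to the HD mean for 72 of them (29.6%), while LD1 was nearest for 95 genes. This leans against sex as the cause of most but cannot decide it, because other differences between sheep also set which is nearest. How many of the 243 genes sex bears on stays open.

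LOC114109557 had 0.0514 CPM in LD2 and 0 in the other 3 LD sheep, so that LD2 holds its only count in that group. A sequence variant against the reference stays open for it. Of 44 all-or-none genes, 43 cross the 2 groups and 30 are present or missing in 1 sheep only (7 of them missing in HD4 only, HOXB9 among these), but any cause unrelated to the groups gives such patterns, so they do not decide on LOC114109557. LD4 was low for genes of MHC class II and macrophages: OVAR-DRB1 221 CPM, CD74 1949 CPM, DQB 0.0526 CPM, SIGLEC1 2.73 CPM, the phagosome score 5.21 and the macrophage score 3.96 (4.91 to 5.03 in the other LD sheep). DQB also had an all-or-none pattern across the 8 sheep. No explanation for LD4 was tested.

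SIGLEC1 was high in HD4, at 39.5 CPM, where the other HD sheep were at 16.6 to 19.0 CPM. The mean log2 CPM of the Th1 list was low in HD1 (4.61) and in LD1 (4.09), that of the cytokine list high in LD3 (3.68) and that of the interferon-stimulated genes low in HD4 (5.97), each within its own group. The mitochondrial share of the counts was 0.909% in HD3, above the other HD sheep. No explanation was tested for these.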

How the results depend on the processing

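The robust, newer and likelihood ratio fits of edgeR and the DESeq2 fits with a block, a covariate or a sheep left out are tests chosen only after the result was seen. The log2 fold changes of 44 named genes had 748 values under the alternatives, of which 644 kept their direction and their side of the threshold, 34 lost the threshold, 67 gained it and 3 reversed. The camera results of 27 lists had 377 values, 294 on the same side, 55 no longer past it, 15 newly past it and 13 reversed.

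The number of genes called by edgeR (4, 3 higher and 1 lower) became 243 (118 and 125) with DESeq2, 1 (1 and 0) with limma-voom, 168 (78 and 90) with the likelihood ratio test, and 1 (1 and 0) with the smooth muscle score as a covariate. The newer fit called 6 genes, 5 of them higher. RLE size factors and no filter gave 4 and 5. With each sheep left out in turn the count was 0 to 3, with 0 to 2 genes higher and 0 to 2 lower. It was 2 without HD1 or LD1, 1 without HD2, HD3 or LD4, 3 without HD4 or LD3, and 0 without LD2, where 1968 genes had an unadjusted p under 0.05. DESeq2 called 141 genes without LD4, of which 121 were among the 243, and up to 252 without HD3. Of the 39 genes that the paper names, DESeq2 called 36, the likelihood ratio test 30, limma-voom 1, the covariate fit 1, and edgeR with a sheep left out 0 to 2. Fewer sheep enter a fit that leaves one out, and otherwise the cause was not tested.

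With the replicate number as a block, edgeR called 2 genes, 1 higher and 1 lower, and 2 of the genes the paper names. The correlations within the numbers (0.148, 0.0893, 0.0276 and -0.235) give no sign that sheep with the same number are paired, so this result rests on a shared number only.

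With all 8 sheep, the difference between the groups on PC1 was 17.4 units and ranged from 7.34 (500 most variable genes) to 38.4 (log2 CPM), with 24.2 for the variance stabilizing transformation. On PC2 it was 42.4 with log2 CPM (exact permutation p = 0.0286). Leaving out a sheep gives other components with an arbitrary sign, which were oriented by their correlation with those of all 8 sheep, so a value below 0 is no reversal of the same result. On these, the difference ranged from -14.6 without HD4 (and -5.54 without LD4) to 22.8 without HD1 (exact permutation p = 0.0286) on PC1, and from -6.69 without HD1 to 21.0 without LD1 on PC2.

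Fry called 3 of the 27 lists and an estimated inter-gene correlation 0, where camera called 19. The estimated correlations ran from 0.00495 (oxytocin) to 0.868 (proliferation), against the preset 0.01. Where the genes of a list move together, the camera FDR at the preset value can therefore be too small. The inflammatory bowel disease list also lost the threshold, at an estimated 0.0163, so how much of the difference this explains was not tested. Under the estimated correlation the FDR was 0.157 for inflammatory bowel disease and for cytokines, 0.238 for complement, and 0.237 for the phagosome, smooth muscle and potassium channel lists. Under fry it was 0.0837 for complement and for potassium channels and 0.0515 for phagosome and smooth muscle. The Th2 list passed the threshold without a filter on low counts (0.0481) and without LD3 (0.0129), with a range from 0.0129 to 0.316 with each sheep left out. Reversed in direction were the interstitial cells of Cajal without a filter (0.991), with the covariate (0.821) and without HD1, LD2 or LD4 (range with each sheep left out 0.581 to 0.936), B cells with the covariate (0.528) and without HD1 or LD2 (range 0.00424 to 0.640), enterocytes with the covariate (0.00678) and without HD4 or LD3 (range 0.0679 to 0.463), plasma cells with the covariate (0.935) and proliferation genes with the covariate (0.811). CCR4 reversed with the covariate (log2 fold change -0.10), and so did GATA3 (0.10), which ranged from -0.22 to 0.091 with a sheep left out, above 0 without LD4. The cause was not tested. At this depth, IL4, IL5, IL6, IL13 and IL12B were below the filter on low counts.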

Differences from the paper's values

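The tests in this part that were chosen only after the result was seen are the likelihood ratio test and the contrast of the Th2 and Th1 scores. The paper's number of DEGs is 243, and edgeR gave 4. The paper's number of up-regulated genes is 118, against 3, and the paper's number of down-regulated genes is 125, against 1. Of the alternatives set before the data were examined, DESeq2 gave the paper's values (243, 118 and 125), and DESeq2 is the tool that the paper's methods name. The others still differed: limma-voom (1, 1 and 0), RLE size factors (4, 3 and 1), no filter on low counts (5, 4 and 1), the replicate block (2, 1 and 1), the smooth muscle covariate (1, 1 and 0), no minimum fold change (4 in total) and each sheep left out in turn (0 to 3 in total). The likelihood ratio test of edgeR, chosen after seeing the values, gave 168 (78 and 90).

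For 35 genes with a log2 fold change in the paper's supplementary table, 0 differed from that of edgeR by more than the larger standard error, and the largest difference was 0.31. The paper's shares of variance are 29.8% on PC1 and 19.1% on PC2, against 27.4% and 22.6% over all genes with a count, which is within 1.5 times. With the 500 most variable genes, an alternative set before the data were examined, they were the paper's 29.8% and 19.1%.

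The paper describes the diarrhoea-susceptible sheep as close together and the diarrhoea-resistant sheep as more variable in the principal components. The mean distance to the centroid was larger in the diarrhoea-susceptible group (18.5 against 11.8 units, exact permutation p = 0.457), as it was under each alternative. The difference of 6.64 units rested mostly on single sheep. It was 1.02 units without HD4 and 1.50 without HD1, and between 5.67 and 9.91 with any other sheep left out. The paper names CCR4 as up-regulated. It was higher, but neither edgeR (FDR 0.516) nor DESeq2 (adjusted p 0.490) called it. CACNA1C, discussed with the down-regulated genes, was lower, with a log2 fold change of -0.73, which does not reach the minimum of 1, and a DESeq2 adjusted p of 0.0197. In its second down-regulated sub-network, 2 of 6 members were lower.

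The paper gives the response a Th2 polarity. The genes it names for this, CD86, OVAR-DRB1, IL1RL1 and IL6, were higher. The hand-written Th2 list had a camera FDR of 0.165 and the Th1 list one of 6.59e-09, and the difference between the Th2 and the Th1 score was -0.07 in the diarrhoea-susceptible and 0.21 in the diarrhoea-resistant sheep (exact permutation p = 0.171). The Th2 list passed the threshold without a filter on low counts (0.0481) and without LD3 (0.0129). The paper lists oxytocin and cAMP signaling among the down-regulated pathways. The hand-written lists, which are not those of the paper's tools, leaned the same way but did not pass (camera FDR 0.112 and 0.139), and none of 14 settings took either past it.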

Other observations

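The camera and fry tests of the lists and the edgeR fit without LD2 were set before the data were examined. Chosen only after the result was seen were the counts over the splits and the contrasts of macrophage with other markers. So were DESeq2 with the covariate or a sheep left out, and, for the enteric neuron list, fry and the estimated correlation with the covariate. Of the 35 ways to split the 8 sheep into 4 and 4, the real one included, 1 gave as many genes called by edgeR, 1 a camera result as strong for inflammatory bowel disease and 1 for cytokines, so that chance can be excluded for each of these taken alone, at the smallest share that 8 sheep can give and without adjustment over the 12 results counted in this way. The edgeR count was 0 without LD2 (1968 genes at an unadjusted p under 0.05, 179 called by DESeq2). By camera with an estimated correlation, the inflammatory bowel disease and cytokine lists had an FDR of 0.157 and the macrophage list one of 0.237. Chance cannot be excluded for the number of genes called by DESeq2 (2 splits), the number of lists past the threshold (4), or the lists for complement (4), phagosome (2), oxytocin (4), cAMP (11), smooth muscle (4), Th2 (12) and potassium channels (4). Nor can it be excluded for the remaining lists apart from macrophage markers, with 2 splits (Th1) to 30 (interstitial cells of Cajal). For macrophage markers 1 split, the real one, gave a camera result as strong, again without adjustment.

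The other split with as many genes called by DESeq2 put HD1, HD3, LD1 and LD4 on one side and gave 251 genes, where the median of the other splits was 11.5. Lymphoid follicles in some of the pieces are a candidate explanation, because B cell markers separated its sides with a camera FDR of 2.86e-24, the smallest of all 35 splits, against 0.116 between the real groups.

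A smaller share of the muscle layer in the HD pieces could lower smooth muscle and enteric neuron genes together. With the smooth muscle score as a covariate, DESeq2 called 177 genes, of which 22 were among the 243. The score itself differs between the groups, so the muscle share and a change in expression cannot be told apart for the smooth muscle genes. Markers of the interstitial cells of Cajal, also cells of the muscle layer, did not fall with them. Their list mean differed by -0.03 (exact permutation p = 0.857), with 4 genes higher and 4 lower, whereas the neuron and glia lists were lower. For the enteric neuron genes the tests part: with the covariate, 24 of 25 were still lower (median log2 fold change -0.96, camera FDR 1.90e-07), but fry, which allows for the correlation between genes, gave a p of 0.0912, camera with an estimated correlation gave one of 0.0857, and glia markers no longer passed (camera FDR 0.528). The muscle share stays open for them too. As the whole cause of the higher macrophage genes it is argued against, because macrophage markers rose by 1.13 more than enterocyte markers and by 1.02 more than the mean of T cell and enterocyte markers (exact permutation p = 0.0286 for each). Against T cell markers alone the difference was 0.91 and did not separate the groups fully (exact permutation p = 0.0857).

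Other lists were higher in the diarrhoea-susceptible sheep by camera: interferon-stimulated genes (31 of 32 higher, FDR 1.24e-09), endothelial markers (19 of 19, 9.53e-07), proliferation genes (27 of 28, 3.48e-04, but 0.164 without HD1), plasma cell markers (12 of 15, 0.00962, but 0.104 without LD2), goblet and Paneth cell markers (14 of 17, 0.0115, but 0.0806 without HD2 and 0.149 without LD4) and fibroblast markers (12 of 18, 0.0331, but 0.123 without HD3, 0.169 without HD4, 0.0935 without LD1 and 0.234 without LD4). The means of these 6 lists did not separate the groups fully (exact permutation p from 0.0857 for interferon to 0.4 for goblet and Paneth cells). Of the 35 splits, between 4 (interferon) and 17 (proliferation) gave a camera result as strong. With the smooth muscle score as a covariate, only the interferon list of these 6 still passed (9.28e-13). The endothelial (0.105), goblet and Paneth cell (0.274) and fibroblast (0.490) lists did not, and the plasma cell (0.935) and proliferation (0.811) lists reversed. Fibroblast markers also did not pass without a filter on low counts (0.0907) or with the replicate block (0.0652). Ribosomal protein genes were lower (75 of 84, 2.34e-09). B cell markers (22 of 27 higher, FDR 0.116) passed without a filter (0.0481) and without HD2 (0.00424), HD4 (0.0149), LD1 (0.00786) or LD4 (0.00799), and immediate early genes (16 of 25 higher, FDR 0.129) with the covariate (1.28e-04), without a filter (0.0483) and without HD4 (0.0213) or LD3 (0.00466). Under fry and under camera with an estimated correlation, none of the 9 lists of this paragraph passed (lowest FDR 0.0837 and 0.238).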
